# *PtomtAPX*, a mitochondrial ascorbate peroxidase, plays an important role in maintaining the redox balance of *Populus tomentosa* Carr

**DOI:** 10.1038/s41598-019-56148-w

**Published:** 2019-12-20

**Authors:** Bin Yin, Jiaxue Zhang, Yadi Liu, Xiang Pan, Zhijing Zhao, Hui Li, Chong Zhang, Conghui Li, Xihua Du, Yinjun Li, Di Liu, Hai Lu

**Keywords:** Plant cell death, Plant molecular biology

## Abstract

Plant mitochondria are important energy-producing structure and ROS are generated as byproducts. APX is one enzyme of the AsA-GSH cycle to reduces H_2_O_2_ to water. We identified both *PtomtAPX* and *PtosAPX* are located in mitochondria of *Populus tomentosa* Carr. *PtomtAPX* is specifically targeted to mitochondria, while *PtosAPX* is dual targeted to both chloroplast and mitochondria. The expression of PtomtAPX in mitochondria was 60-fold that of PtosAPX by ELISA and qPCR analysis. Under high light stress, the expression levels of *PtosAPX* increased, while that of *PtomtAPX* only slightly changed. Compared to the WT, the antisense transgenic *PtomtAPX* cell lines showed slowed growth, smaller cells impaired mitochondria in MS medium under normal growth. RNA-seq results showed 3121 genes significantly altered expression in the antisense cells, and most of them are important for mitochondrial function, particularly in oxidative phosphorylation. Our findings demonstrates a mitochondrial location for one APX isoform, and provide valuable insight into the mechanism which ROS balance is modulated by AsA-GSH cycle in mitochondria.

## Introduction

Reactive oxygen species (ROS) are generated as byproducts of normal cell metabolism in several organelles and their production is enhanced under stress conditions^1^. APX is one enzyme of the ascorbate-glutathione cycle (AsA-GSH cycle) in plants^2,3^. APX in *Arabidposis* are localized to the cytosol (cAPX, AT1G07890, AT3G09640, AT4G32320), chloroplast (thylakoid-bound APX [tAPX, AT1G77490] and stromal APX [sAPX, AT4G08390]), microbody (including the peroxisome and glyoxisome) (mAPX, AT4G35000, AT4G35970) by organelle-specific targeting peptides and transmembrane domains^4–7^ and to remove H_2_O_2_ in the organelles themselves^2^. In Arabidopsis, *apx1*(AT1G07890) knockout plants showed increased H_2_O_2_ levels, higher sensitivity to oxidative stress, and suppressed growth and development^8–10^. *Arabidopsis apx3*(AT4G35000) knockout mutants did not show suppressed growth under normal or stress conditions^11^. *Arabidopsis* double *tapx*(AT1G77490)/*apx1* (AT1G07890) mutants showed late flowering, low protein oxidation during light stress and enhanced accumulation of anthocyanins^12^. The levels of ROS were increased and the germination was reduced in seeds of *Arabidopsis* APX6 knockout mutants^13^. Rice plants double silenced for cytosolic APXs showed normal growth and development and were able to survive under stress conditions^14,15^. Loss of function in OsAPX2(Os07 g0694700) showed semi-dwarf seedlings, yellow-green leaves and seed sterility^16^. Rice peroxisomal ascorbate peroxidase(OsAPX4; Os08g43560) knockdown showed early leaf senescence^17^. These results indicate that the APXs isoenzymes are indispensable for plant growth and development.

Jimenez *et al*. (1998) reported APX activity in the external side of the outer mitochondria membrane from pea^18^.Three different APX isoforms was showed in mitochondria of tomato (*Lycopersicon esculentum*) using native gel electrophoresis^19^. De Leonardis *et al*.^20^ reported high APX activity which maybe localized inside mitochondria using sonication-mediated disruption of potato mitochondria^20^. And the presence of more than one APX in mitochondria of both leaves and young green inflorescences of *Chenopodium album* was detected by native gel electrophoresis^21^. However, until now, no gene, cDNA, or protein sequence for the plant specifically mitochondrial isoform (mitAPX) has been described. *Arabidopsis* single or double chlAPX (sAPX and tAPX) mutants showed normal phenotype under normal growth conditions or under high light intensity stress growth conditions^22–24^. In addition, sAPX knockdown rice plants exhibit a normal phenotype and show normal biochemical and physiological performance under normal growth conditions^25^. These results suggest that sAPX is not important for H_2_O_2_ scavenging in chloroplasts and/or mitochondria of *A*. *thaliana* or rice.

In this study, we investigated there is a mitochondria-specific APX of *P*. *tomentosa* using green fluorescent protein (GFP) fusion experiments and immunoelectron microscopy. And *PtosAPX* is dual targeted to both chloroplast and mitochondria. The expression levels of *PtomtAPX* and *PtosAPX* were modulated by H_2_O_2_, NaCl, heat, drought, and cold. Compared to the WT, the antisense transgenic *PtomtAPX* cell lines showed slowed growth, smaller cells impaired mitochondria in MS medium under normal growth. The results indicated that *PtomtAPX* is specifically targeted to mitochondria and plays an important role in maintaining the redox balance in *Populus tomentosa* Carr.

## Results

### *PtomtAPX* is specifically targeted to mitochondria, and *PtosAPX* is targeted to both chloroplasts and mitochondria

The poplar database (the JGI Populus trichocarpav.1.1 genome browser; http://genome.jgi-psf.org/Poptr1_1/Poptr1_1.home.html; Tuskan *et al*. (2006)) was searched and 10 genes are predicted as APX proteins, and 2 genes(Protein Id: 209946, 798682) was speculated as putative mitochondrial/chloroplasts APX which has a mitochondria/chloroplast localization signal peptide. These homologous APX in *P. tomentosa* were cloned using primers specific for the *Populus trichocarpa* APX gene (Protein ID: 209946, 798682), respectivity. A 1,080 bp open reading frame (ORF) (homologous APX in *Populus trichocarpa*, Protein ID: 798682. Supplemental Fig. 1A) was isolated, sequenced, and named *PtomtAPX*, and a 1,086 bp ORF (homologous APX in *Populus trichocarpa*, Protein ID: 209946. Supplemental Fig. 1B) was isolated, sequenced, and named *PtosAPX*.

Sequence alignment revealed the presence of an N-terminal mitochondria/chloroplast-targeting peptide and two signatures of chloroplastic isoforms (KNIEEWP and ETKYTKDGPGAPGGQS) in *PtosAPX* and *PtomtAPX*, respectively (Fig. 1A and Supplemental Fig. 1). Phylogenetic analyses of APXs indicated that *PtomtAPX* and *PtosAPX* were chloroplastic and/or mitochondrial isoforms (Supplemental Fig. 2). Positively charged amino acid residues and amphipathic α-helix within the 19 N-terminal portion of the targeting peptide are important for the importation of proteins into mitochondria but not chloroplasts^26^. *PtomtAPX* had four positively charged residues and two amphiphilic α-helices in the targeting peptide, while *PtosAPX* had no positively charged residue and no amphiphilic α-helix (Fig. 1A). These results suggest that *PtomtAPX* is a mitochondrial isoform.

**Figure 1:**
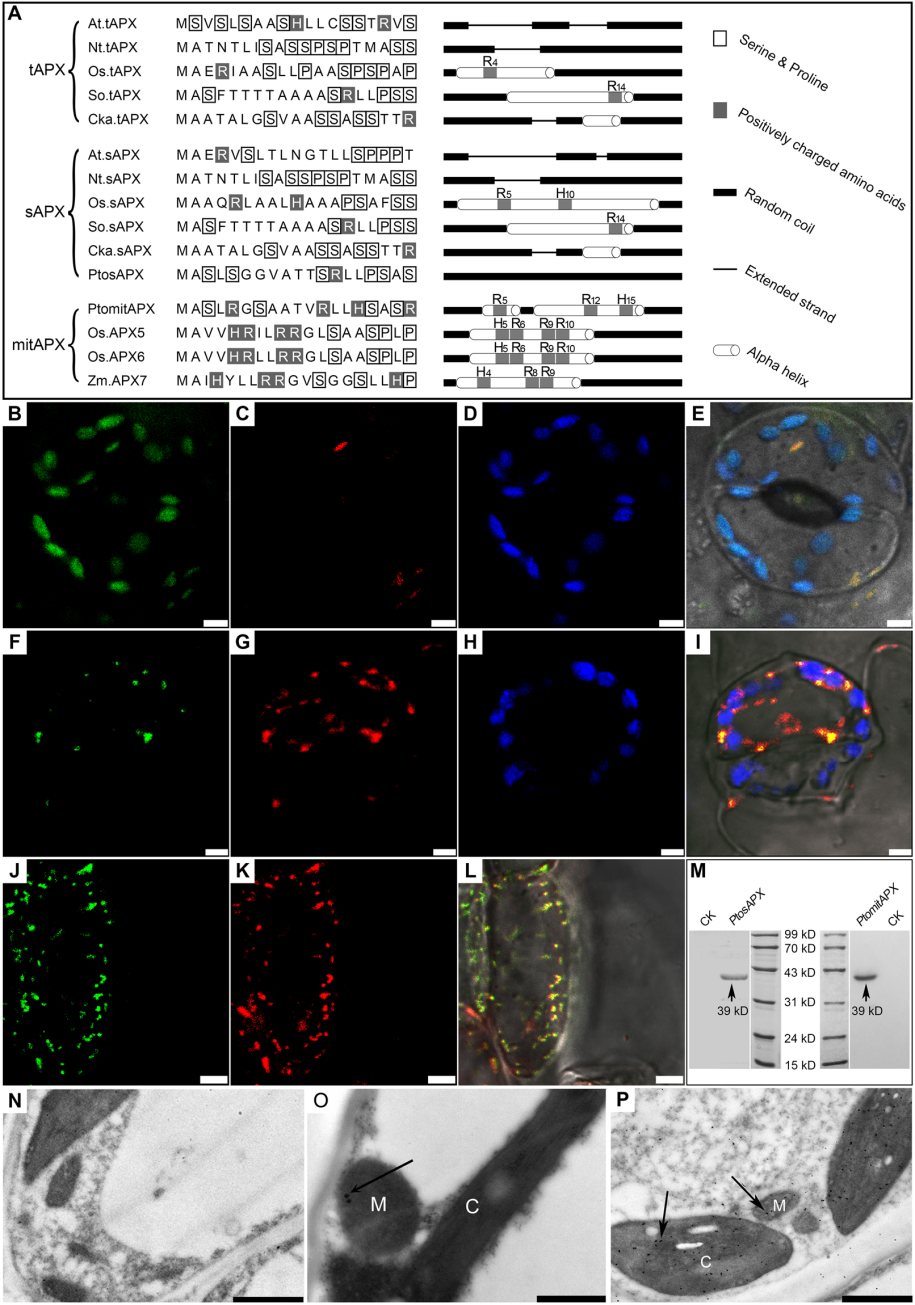
Amino acid sequence and subcellular distribution of *PtomtAPX* and *PtosAPX*. **(A)** Targeting peptide alignment and secondary structure analyses. **(B**–**E)** Expression of the PtosAPX-GFP fusion protein in leaf epidermal cells of transgenic tobacco. **(B)** Fluorescence of PtosAPX-GFP fusion protein. **(C)** Mitochondria stained with MitoTracker Red. **(D)** Chloroplast autofluorescence. **(E)** Merged image. **(F**–**L)** Expression of the PtomtAPX-GFP fusion protein in leaf epidermal and root-tip cells of transgenic tobacco. **(F**,**J)** Fluorescence of PtomtAPX-GFP fusion protein. **(G)** and **(K)** Mitochondria stained with MitoTracker Red. **(H)** Chloroplast autofluorescence. **(I**,**L)** Merged images. Bars, 5 µm. **(M)** Western blotting analyses of total protein extracts from leaf cells of *P*. *tomentosa* using anti-PtomtAPX and anti-PtosAPX antibodies. **(N)** Negative control. **(O)** Immunoelectron microscopy of *PtomtAPX*. **(P)** Immunoelectron microscopy of *PtosAPX*. 1 µm **(N**–**P)**. M, mitochondrion, C, chloroplast.

The subcellular localization of *PtosAPX* and *PtomtAPX* in *P*. *tomentosa* was determined by fusing their full-length coding sequences upstream of GFP under the control of the 35 S promoter (Fig. 1). The GFP signal of PtosAPX-GFP was detected not only in mitochondria co-stained with MitoTracker Red CMXRos (hereafter, CMXRos) but also in chloroplasts (red autofluorescence replaced by blue pseudocolor) in leaf epidermal cells. The GFP fluorescence of PtomtAPX-GFP was detected in mitochondria in leaf epidermal cells and root tips but not in chloroplasts.

Immunoelectron microscopy was performed to confirm the localization of *PtosAPX* and *PtomtAPX*. Immunogold labeling using rabbit anti-PtosAPX and anti-PtomtAPX antibodies showed that *PtosAPX* was localized to mitochondria and chloroplasts and *PtomtAPX* was localized to mitochondria (Fig. 1M–P). Taken together, these results suggest that *PtomtAPX* is localized to mitochondria in *P*. *tomentosa*, while *PtosAPX* is localized to both mitochondria and chloroplasts and shows greater similarity to a chloroplastic isoform.

### *PtomtAPX* and *PtosAPX* expression in mitochondria

The presence of *PtomtAPX* and *PtosAPX* in mitochondria was investigated by enzyme-linked immunosorbent assay (ELISA). *PtosAPX* was detected in both mitochondria and chloroplasts. The *PtosAPX* level in chloroplasts was 78-fold that in mitochondria (Fig. 2A) and the *PtomtAPX* level in mitochondria was 60-fold that of *PtosAPX* (Fig. 2B). Therefore, *PtomtAPX* is the primary APX in mitochondria, while PtosAPX is likely to be a chloroplastic isoform.

**Figure 2:**
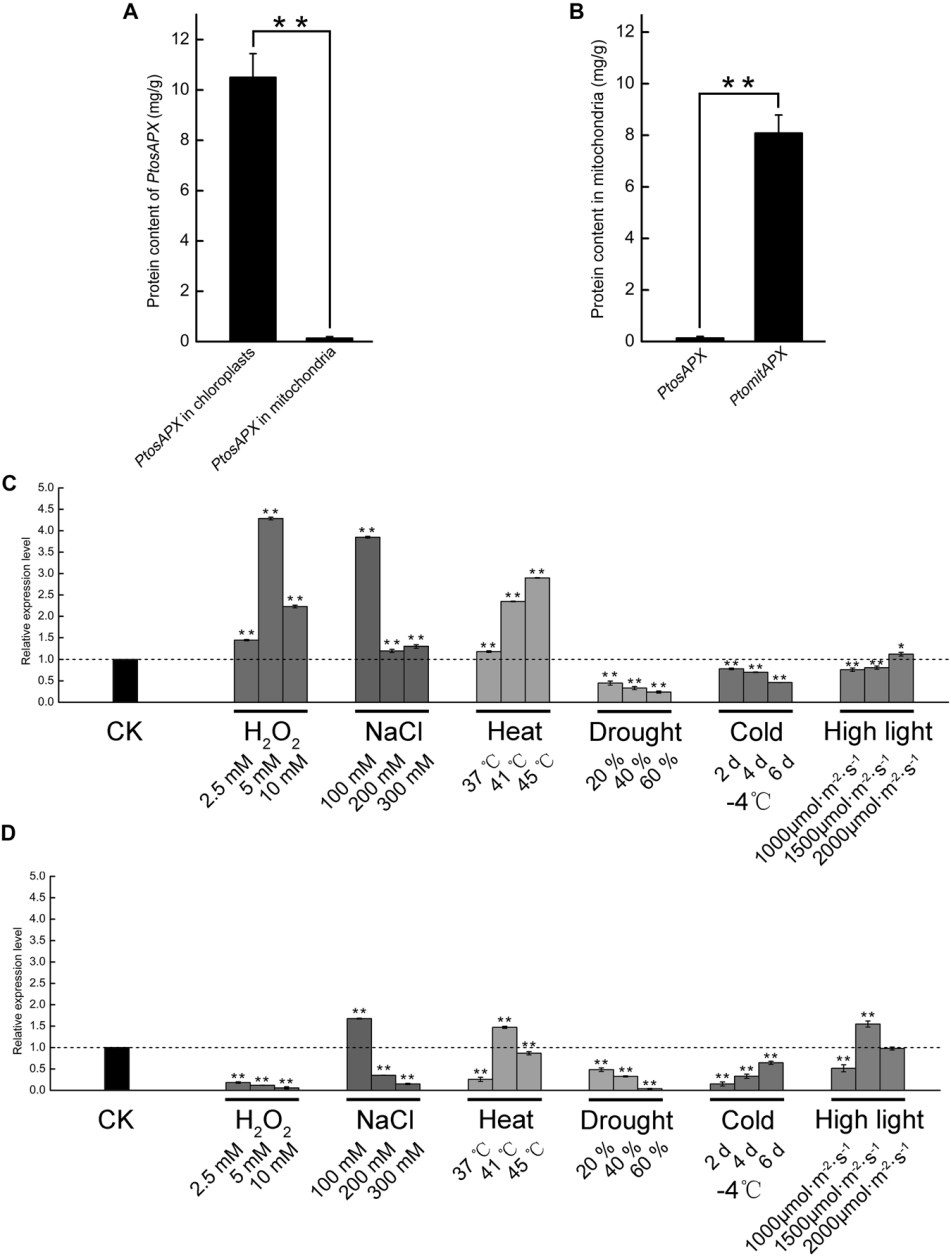
Expression profile of *PtosAPX* and *PtomtAPX*. **(A)** *PtosAPX* level in mitochondria and chloroplasts according to ELISA. **(B)** *PtosAPX* and *PtomtAPX* levels in mitochondria according to ELISA. **(C**–**E)** Expression of *PtomtAPX* and *PtosAPX* under abiotic stress according to qRT-PCR. **(C)** *PtomtAPX*. **(D)** *PtosAPX*. **Significantly different at P < 0.01 and *Significantly different at P < 0.05. Bars, standard deviations.

The expression levels of *PtomtAPX* and *PtosAPX* in the presence of H_2_O_2_, NaCl, heat, drought, cold, or high-intensity light were determined by qRT-PCR with normalization to the actin gene (Potri.001G309500). Under high-light stress, the expression levels of *PtosAPX* increased and decreased, respectively, while that of *PtomtAPX* only slightly changed (Fig. 2C,D). The expression levels of *PtomtAPX* and *PtosAPX* were modulated by H_2_O_2_, NaCl, heat, drought, and cold.

### Enzymatic characteristics of *PtomtAPX* and *PtosAPX*

The expression constructs *pET30a-PtomtAPX* and *pET30a-PtosAPX*, which harbored the full-length cDNA minus the signal peptide, were expressed in *Escherichia coli*, resulting in production of recombinant *PtomtAPX* and *PtosAPX*, respectively. Sodium dodecyl sulfate (SDS)-PAGE showed that the molecular weight of purified recombinant *PtomtAPX* and *PtosAPX* were both 39 kDa. The reaction of *PtomtAPX* or *PtosAPX* with AsA and H_2_O_2_ followed Michaelis-Menten kinetics. At a fixed AsA concentration, the *K*_m_ and *V*_max_ values of *PtomtAPX* were 0.03 ± 0.00 mM and 1.54 ± 0.00 mM min^–1^ mg^–1^ for H_2_O_2_, respectively, while the *K*_m_ and *V*_max_ values of *PtosAPX* were 0.04 ± 0.01 mM and 1.64 ± 0.11 mmol∙min^−1^∙mg^−1^ for H_2_O_2_, respectively. At a fixed H_2_O_2_ concentration, the *K*_m_ and *V*_max_ values of *PtomtAPX* were 6.04 ± 0.06 mM and 3.00 ± 0.14 mM min^–1^ mg^–1^ for AsA, respectively, while the *K*_m_ and *V*_max_ values of *PtosAPX* were 4.30 ± 1.81 mM and 0.85 ± 0.25 mmol∙min^−1^∙mg^−1^ for AsA, respectively (Table 1). *PtomtAPX* and *PtosAPX* exhibited similar turnover rates (*k*_cat_), efficiencies (*k*_cat_/*K*_m_) and affinities (*K*_m_) for H_2_O_2_ and AsA. Therefore, *PtomtAPX* and *PtosAPX* are APX enzymes with similar activities.

**Table 1:** Enzymatic properties of recombinant PtomtAPX and PtosAPX.

APX isoforms	Substrate	*K*_m_ (mM)	*V*_max_ (mM min^–1^)	*k*_cat_ (min^–1^)	*k*_cat_/*K*_m_ (mM^–1^ min^–1^)
PtomtAPX	ASA	6.04 ± 0.06	3.00 ± 0.14	928405.63	153709.54
	H_2_O_2_	0.03 ± 0.00	1.54 ± 0.00	475149.03	15838330.11
PtosAPX	ASA	4.30 ± 1.81	0.85 ± 0.25	897148.78	208505.07
	H_2_O_2_	0.04 ± 0.01	1.64 ± 0.11	864716.73	20312959.95

Values are means ± SDs of three replicates.

### Decreased *PtomtAPX* content leads to mitochondrial dysfunction and PCD

We used a pBI121-based construct to generate 45 antisense-*PtomtAPX* transgenic *P*. *tomentosa* suspension cell lines. The *PtomtAPX* transcript levels were 5–95% lower in 10 randomly selected *PtomtAPX* transgenic *P*. *tomentosa* cell lines compared to the WT. Three representative *PtomtAPX* transgenic cell lines with *PtomtAPX* transcript levels 61.63%, 34.29%, and 5.24% lower than the WT were named *anti-1*, *anti-2*, and *anti-3*, respectively (Fig. 3A). The *PtomtAPX* protein level was 67.18%, 41.55%, and 7.68% lower in *anti-1*, *anti-2*, and *anti-3*, respectively, than in the WT (Fig. 3B). Compared to the WT, the three transgenic *PtomtAPX* cell lines showed slowed growth and smaller cells in MS medium (Fig. 3C–J). Of the three cell lines, *anti-3* showed the smallest cells and the most seriously reduced growth (around 70%) compared to the WT. Compared to the WT, the mitochondrial H_2_O_2_ content was increased in *anti-1*, *anti-2*, and *anti-3*, respectively (Fig. 3K and Supplemental Fig. 3).

**Figure 3:**
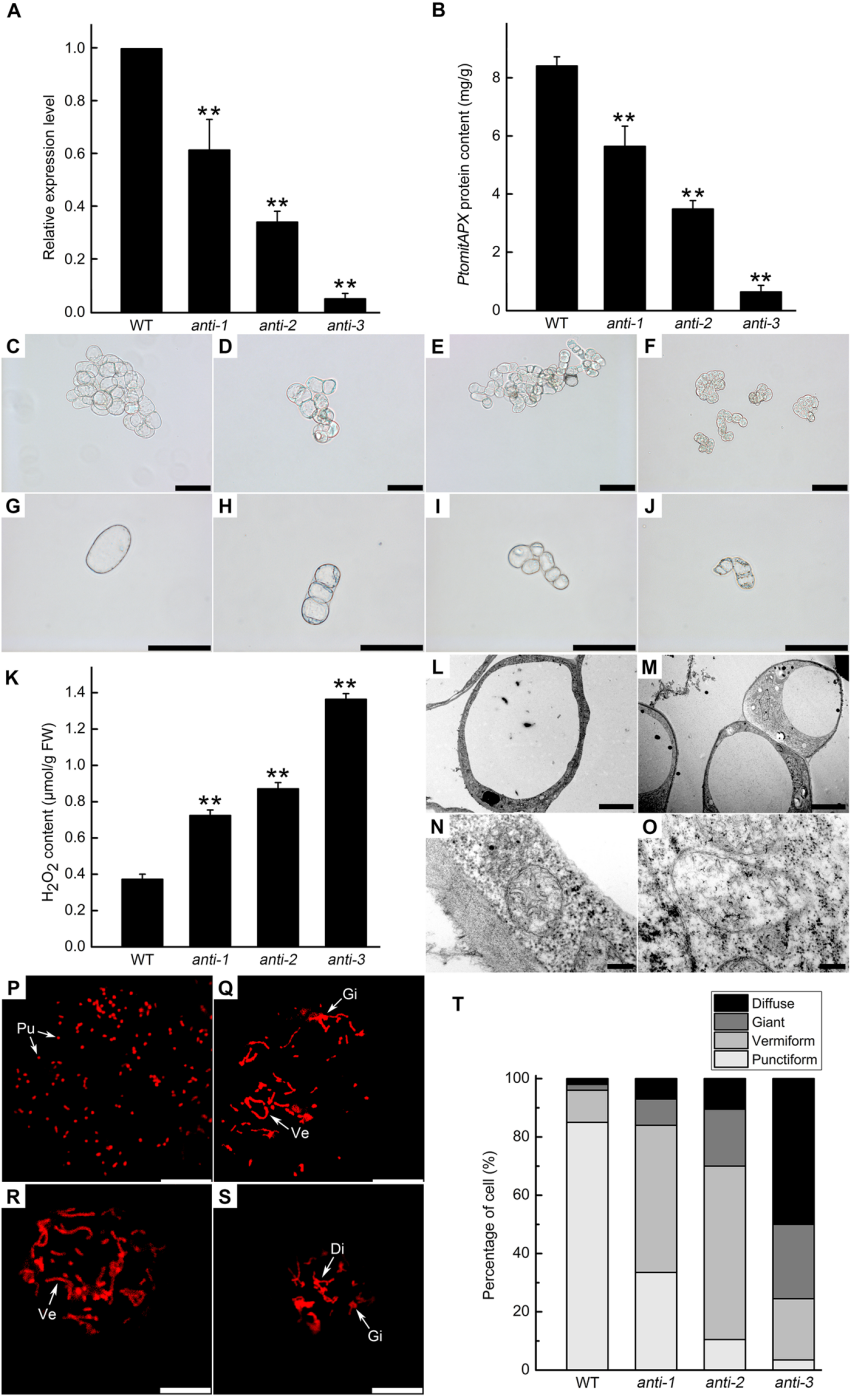
*PtomtAPX* expression, cell morphology and mitochondrial structure of *PtomtAPX*-antisense suspension cells. **(A)** qRT-PCR. **(B)** ELISA. **Significantly different at P < 0.01; bars represent standard deviations. **(C**–**J)** Cell morphology. **(C,G)** Morphology of WT; **(D,H)** *anti-1*; **(E,I)** *anti-2*, **(F,J)** *anti-3*. Bars, 100 μm. **(K)** Mitochondrial H_2_O_2_ content. **(L**–**O)** TEM of cell morphology and mitochondrial morphology. **(L,N)** WT; **(M,O)** *PtomtAPX*-antisense. Bars, 5 µm in **(L,M)** and 200 nm in **(N,O)**. **(P**–**T)** MitoTracker Red fluorescence of mitochondria in suspension cells of the WT **(P)**, *anti-1* **(Q)**, *anti-2* **(R)**, and *anti-3* **(S)**. Bars, 10 μm. **(T)** Frequencies of the types of mitochondria in 200 suspension cells. Pu, punctiform; Ve, vermiform; Gi, giant; Di, diffuse.

The structure of mitochondria in the *PtomtAPX*-antisense cells was assessed by transmission electron microscopy (TEM). WT cells exhibited a dense cytoplasm, clear structure, and a large vacuole occupying the majority of the cytoplasm (Fig. 3L). Numerous mitochondria with well-developed cristae and easily distinguishable outer and inner membranes were present in the WT cell lines (Fig. 3N). However, *anti-1*, *anti-2*, and *anti-3* cells harbored a high frequency of abnormal mitochondria, which lacked cristae and internal structures, but retained a double membrane (Fig. 3M,O). According to CLSM, the proportion of mitochondria with an abnormal morphology was significantly increased in the transgenic cell lines, particularly in *anti-3* (3.50% normal mitochondria compared to 85.00% in the WT) (Fig. 3P–T).

Changes in mitochondrial morphology may influence their function and decrease their ATP-generating capacity. To assess mitochondrial dysfunction, the mitochondrial membrane potential (Δψm) was determined using the fluorescent dye JC-1 and by calculating the red:green fluorescence ratio^27^.The function of mitochondria was impaired and the Δψm was markedly decreased in the *PtomtAPX*-antisense cell lines (Fig. 4A,B). Next, we visualized mitochondrial movement by CMXRos staining. Mitochondria were selected in time-lapse videos at 0 s (red images) and 30 s (green images) and the two images were overlaid; yellow mitochondria were considered non-motile. Mitochondria in WT cells showed motility, and few were yellow. By contrast, mitochondria in *anti-1* and *anti-2* cells showed reduced motility, while those in *anti-3* cells showed little motility (Fig. 4C). Therefore, mitochondrial motility was markedly decreased in the *PtomtAPX*-antisense cells, suggesting impairment of mitochondrial function.

**Figure 4:**
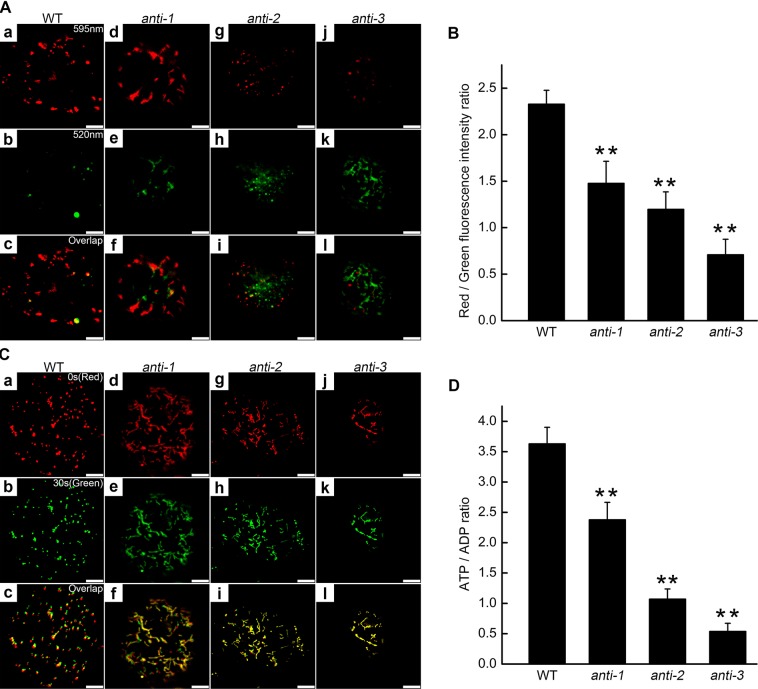
Mitochondrial Δψm in *PtomtAPX*-antisense suspension cells. **(A)** Δψm of mitochondria of suspension cells (JC-1 staining). Mitochondria with a high Δψm are shown in red (595 nm channel) **(**a), (d), (g) and (j); depolarized mitochondria are shown in green (520 nm channel); (b), (e), **(**h) and (k); (c), (f), (i) and (l), merged images; bars, 10 μm. **(B)** JC-1 red: green fluorescence ratios based on 200 cells. **(C)** CMXRos (red) fluorescence micrograph of mitochondrial mobility; green, pseudo-color; yellow, colocalized puncta; bars, 10 μm. **(D)** ATP:ADP ratios. Bars, standard deviations. **Significantly different at P < 0.01.

Because ATP is produced in mitochondria by oxidative phosphorylation, and the decreased mitochondrial Δψm may be due to inhibition of electron transport chain (ETC) complexes, the ATP:ADP ratio and mitochondrial complex I, II, and III activities were determined. Compared to the WT, the ATP:ADP ratio was about 65.52%, 29.47%, 14.81%, and 21.27% in *anti-1*, *anti-2*, and *anti-3* cells, respectively (Fig. 4D). Compared to the WT, complex I, II, and III activities were significantly decreased in *anti-1*, *anti-2*, and *anti-3* cells, suggesting damage to ETC complexes (Table 2). Thus, energy production was decreased and ETC complexes were damaged in the *PtomtAPX*-antisense cells.

**Table 2:** Activity of respiratory complexes.

Group		nmol∙min^−1^∙mg^−1^ protein	
	Complex I	Complex II	Complex III
WT	93.59 ± 11.46	63.99 ± 8.36	99.28 ± 9.17
*anti-1*	75.71 ± 8.14	48.72 ± 8.99	81.17 ± 6.59
*anti-2*	58.60 ± 13.91	33.64 ± 7.09	52.75 ± 11.07
*anti-3*	31.71 ± 11.18	17.12 ± 6.95	25.32 ± 9.58
*OX*	91.16 ± 10.80	62.43 ± 8.12	100.17 ± 10.48

Values are means ± SDs of three replicates.

PCD is related to the overproduction of ROS in mitochondria^22,28,29^. Due to the reduced growth of antisense transgenic cell lines and plants, and the difficulty in obtaining the significant downregulation of the antisense plants, we suspected that deletion of *PtomtAPX* triggers PCD. We determined the degree of PCD in *PtomtAPX*-antisense suspension cell lines by two-channel flow cytometry (FCM). Normal (Q4, bottom left) and early apoptotic (Q3, bottom right) cells were stained by Hoechst dye, while apoptotic (Q1, top left) and advanced apoptotic (Q2, top right) cells were stained with propidium iodide (PI).

In the WT, most cells were normal (>96%) and few were apoptotic (<2%) or dead (<2%). In comparison, the proportion of apoptotic *anti-1*, *anti-2*, and *anti-3* cells was increased by 12.30%, 47.10%, and 61.20%, respectively(Fig. 5A–D). Thus, the increased H_2_O_2_ content in the *PtomtAPX*-antisense cell lines resulted in a significant increase in PCD.

**Figure 5:**
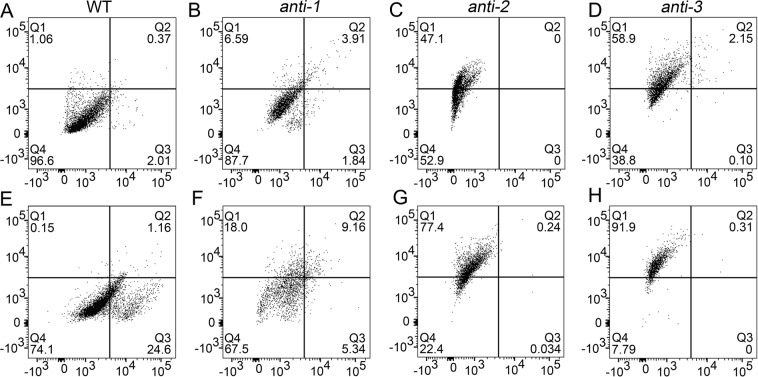
PCD of *PtomtAPX*-antisense suspension cells. **(A**,**D**,**G,J)** PCD under untreated conditions. **(B**,**E**,**H,K)** PCD under H_2_O_2_ treatment (10 mM, 3 h). Frequencies were calculated based on 5,000 cells per treatment.

To further assess the relationship between H_2_O_2_ content and PCD, 10 mM exogenous H_2_O_2_ was added to the *PtomtAPX*-antisense cells to increase their H_2_O_2_ content. In the WT, adding 10 mM H_2_O_2_ increased the frequency of apoptotic cells by >25%, while the frequencies of apoptotic *anti-1*, *anti-2*, and *anti-3* cells were increased by about 32.50%, 77.60%, and 92.20%, respectively(Fig. 5E–H). Treatment with 10 mM exogenous H_2_O_2_ resulted in the death of almost all *anti-3* cells. Therefore, exogenous H_2_O_2_ increased the frequency of PCD in the *PtomtAPX*-antisense cell lines. Therefore, the H_2_O_2_ content is related to the degree of PCD.

The above results show that decreased *PtomtAPX* expression is correlated with increased PCD, which may explain both the reduced growth and difficulty generating, *PtomtAPX*-antisense *P*. *tomentosa* lines.

### Mitochondrial dysfunction is due to an increased H_2_O_2_ content and oxidative damage

Non-enzymatic antioxidants such as ascorbate (AsA) and glutathione (GSH) can reduce the increased H_2_O_2_ level in mitochondria or the cytosol^30^. To determine the role of AsA and GSH in removing H_2_O_2_, we determined the mitochondrial AsA, DHA, GSH, and GSSG contents of the *PtomtAPX*-antisense cell lines. Compared to the WT, the AsA contents were 52.07%, 37.43%, and 15.70%, and the AsA:DHA ratios were 48.56%, 34.08%, and 14.52% in mitochondria of *anti-1*, *anti-2*, and *anti-3* cells, respectively (Supplemental Fig. 4A). Compared to the WT, the GSH contents were 51.51%, 40.79%, and 27.37%, and the GSH:GSSG ratios were 43.40%, 36.01%, and 22.22%, in mitochondria of *anti-1*, *anti-2*, and *anti-3* cells, respectively (Supplemental Fig. 4B). The greatest decreases in the AsA:DHA and GSH:GSSG ratios occurred in *anti-3* cells. Thus, the transgenic cells are under oxidative stress and their H_2_O_2_ content could not be balanced by AsA and GSH.

An increased H_2_O_2_ content may lead to oxidative damage and reduce mitochondrial efficiency. Therefore, we evaluated mitochondrial lipid peroxidation by quantifying malondialdehyde (MDA) levels. Compared to the WT, the mitochondrial lipid peroxidation level was 1.74-, 2.55-, and 3.65-fold higher in *anti-1*, *anti-2*, and *anti-3*, respectively (Supplemental Fig. 4C). Moreover, the levels of oxidized proteins (with carbonyl groups) were increased in *anti-1*, *anti-2*, and *anti-3*, respectively, as determined by Western blotting (Supplemental Fig. 4D).

Therefore, the decreased *PtomtAPX* protein levels in the *PtomtAPX*-antisense cells resulted in increased H_2_O_2_ content, which could not be balanced by enzymatic or non-enzymatic antioxidant mechanisms due to the structural and functional impairment of mitochondria.

### Overexpression of *PtomtAPX* decreases H_2_O_2_ content and slows growth

*PtomtAPX*-overexpressed cell lines were generated using a *PtomtAPX* overexpression construct under the control of the 35 S promoter (35Spro:*PtomtAPX*) (Fig. 6). qRT-PCR and ELISA showed that the *PtomtAPX* transcript and protein levels were increased 4-fold and 2.7-fold in the *PtomtAPX*-overexpressed cell lines compared to the WT, respectively.

**Figure 6:**
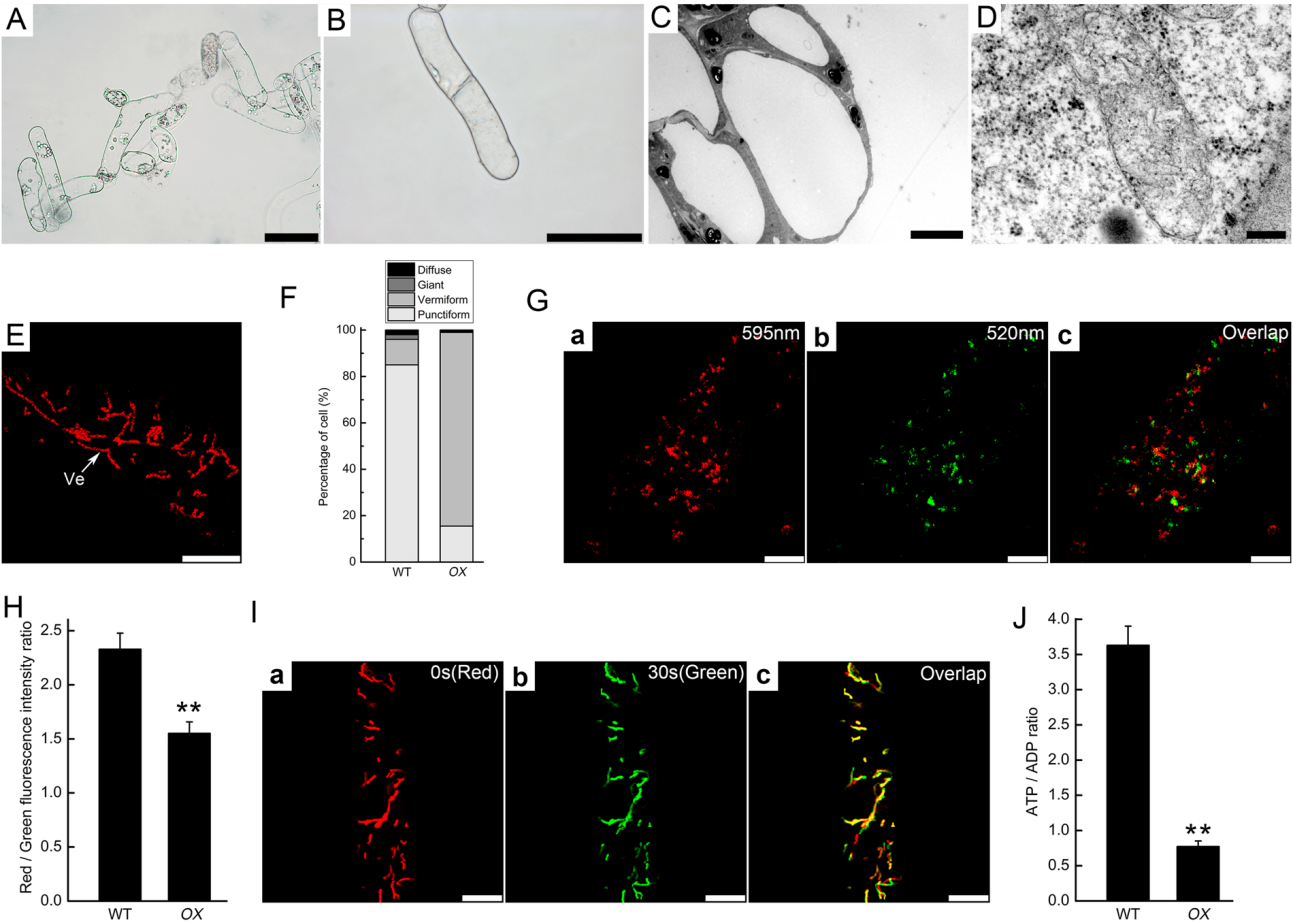
Growth reduction and mitochondrial dysfunction in *PtomtAPX*-overexpressed cells. **(A,B)** Morphology of *PtomtAPX*-overexpressed cells; bars, 100 μm. **(C**,**D)** Morphology of cells and mitochondria according to TEM; bars, 5 µm in **(C)** and 200 nm in **(D)**. **(E**,**F)** MitoTracker Red fluorescence of mitochondria; bars, 10 μm; Frequencies were calculated based on 200 cells. Ve, vermiform. **(G)** Δψm of mitochondria (JC-1 staining). **(H)** JC-1 polymer (red):monomer (green) fluorescence ratios based on 200 cells. WT, WT cells; *OX*, *PtomtAPX*-overexpressed cells. **(I)** Mitochondrial mobility; bars, 10 μm. **(J)** ATP:ADP ratios. **Significantly different at P < 0.01. Bars, standard deviations.

For growth in MS medium, the *PtomtAPX*-overexpressed cell lines required 0.2 mg/L 6-BA. Compared to the WT, the *PtomtAPX*-overexpressed cell lines showed slowed growth and an abnormal morphology. The structure of mitochondria in *OX* cells was also abnormal by TEM and CLSM. The mitochondrial Δψm, motility, and energy production (ATP:ADP ratio) were decreased in the *PtomtAPX*-overexpressed plants, suggesting impairment of mitochondrial function. However, the complex I, II, and III activities were unchanged in *OX* (Table 2), suggesting that the respiratory chain complexes were not damaged.

The mitochondrial H_2_O_2_, AsA and GSH contents and AsA/DHA and GSH/GSSG ratios of the *PtomtAPX*-overexpression cells were not significantly different from those of the WT (Supplemental Figs. 4 and 5). The mitochondrial MDA level in *PtomtAPX*-overexpression cells was 41.02% of the WT (Supplemental Fig. 5). The oxidized protein level in *PtomtAPX*-overexpressed cells was slightly lower than that of the WT (Supplemental Fig. 4). These results suggest that oxidative damage was alleviated in the *PtomtAPX*-overexpression cells compared to the WT.

We suspected that the decreased H_2_O_2_ content in *OX* caused mitochondrial dysfunction, because H_2_O_2_ is an important signaling molecule. To further assess the relationship between H_2_O_2_ content and mitochondrial dysfunction, exogenous H_2_O_2_ was added to *PtomtAPX*-overexpressed cells. Addition of 10 or 100 mM exogenous H_2_O_2_ to *PtomtAPX*-overexpressed cells significantly alleviated mitochondrial damage and partially restored the mitochondrial membrane potential (Supplemental Fig. 5). Therefore, overexpression of *PtomtAPX* resulted in a decreased H_2_O_2_ content and mitochondrial dysfunction.

### Gene expression in *PtomtAPX*-antisense and *PtomtAPX*-overexpressed cell lines

To further characterize the effects of *PtomtAPX* on mitochondria, we performed RNA-seq analyses of WT and *PtomtAPX*-antisense cells. 

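The RNA-seq data comprised 15 libraries of suspension cells (cells dispersed in shaken liquid medium, kept in the dark) collected 5 days after subculture. There were 3 libraries each of WT cells, of the *PtomtAPX*-antisense line *anti-3*, of *anti-3* cells treated with 1 mM ascorbate (AsA) for 3 h (*anti-3*-A), of *PtomtAPX*-overexpressed cells (*OX*), and of *OX* cells treated with 10 mM H2O2 for 3 h (*OX*-H). WT cells given AsA or H2O2 and mock-treated cells are not among the libraries analysed here, and the labels and the paper give no culture or sequencing batch. The authors mapped the clean reads to the *P. trichocarpa* genome and genes with SOAPaligner/SOAP2 and deposited a normalized value for each gene and library, called RPKM in the paper and FPKM in the table. The genome release, the gene annotation, the use of strand, and the treatment of reads that map to several genes are not given in the paper's text.

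Of 42635 features in the table, 34743 had a value above 0 in at least 1 library. FPKM values of low genes rise in steps of 1 read, and all 445124 values above 0 came out as whole reads within 0.0001 reads when worked back from these steps. Gene lengths were accepted by this same rule, which a gene with values in few libraries can meet by chance. The reads per library obtained in this way were 19517849 to 21278437 (median 19848181) in WT, 17041314 to 20696382 (median 18681079) in *anti-3*, and 16842815 to 17695808 (median 17141936) in *anti-3*-A. Fold changes were tested with limma on log2(FPKM + 1) for the 24694 genes with an FPKM of at least 1 in at least 3 libraries, with all 15 libraries in 1 fit. This scale understates the change of genes with low FPKM. A DEG was a gene with a Benjamini-Hochberg adjusted p below 0.001 and an absolute log2 fold change above 1.5, the thresholds in the paper's methods. The identifiers in the table are not paired with *PtomtAPX*, so the level of the target gene is not analysed here.

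Across genes, replicate libraries of a group correlated at 0.990 or more on the log2(FPKM + 1) scale. The first principal component held 52.6% of the variance and placed the *anti-3* libraries between -87.5 and -83.9, with WT between 54.0 and 58.8 and *anti-3*-A between 54.1 and 57.4.

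**Figure D1:**
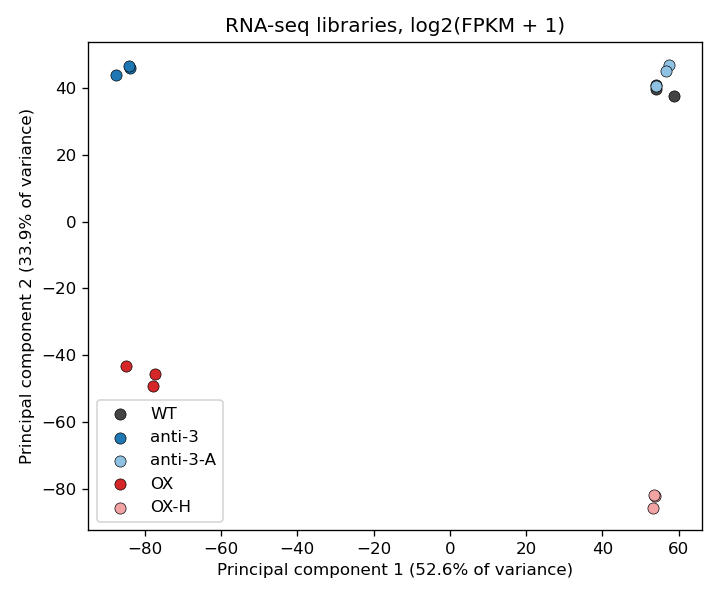
Position of the 15 libraries on the first and second principal components of log2(FPKM + 1), each point being 1 library and each colour 1 group. The first component (52.6% of the variance) parts *anti-3* and *OX* from WT, *anti-3*-A and *OX*-H, and the second (33.9%) parts *OX* and *OX*-H from the other groups.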

Compared to the WT, 3,571 genes with significantly different expression levels (fold change >1.5 or < –1.5, and corrected P < 0.001) were detected in *anti-3*. 

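In *anti-3*, 2023 of the 24694 tested genes were DEGs compared to the WT, of which 1380 were raised and 643 lowered. The median standard error of their log2 fold changes was 0.11. Of the alternative settings, a fold change threshold of 1.5 in place of a log2 ratio of 1.5 moved the number most, to 9650 genes, of which 35.8% were raised. The median log2 fold change of all tested genes was -0.26, and with library medians aligned 83.3% of 2131 DEGs were raised, compared with 68.2% on the values as deposited. The authors' deposited list of *anti-3* DEGs contained 1844 of the 2023 genes. On the log2(FPKM + 1) scale, the largest rise was that of POPTR_0012s02930, from an FPKM of 1.81 ± 0.217 in WT to 1011 ± 19.4 in *anti-3* (SD, n = 3 each), a log2 fold change of 8.49 (adjusted p = 3.7e-15 from limma with Benjamini-Hochberg adjustment). POPTR_1310s00210 rose from 1.69 ± 0.847 to 747 ± 33.5 FPKM. The largest falls on this scale were in POPTR_0014s08130, with a log2 fold change of -3.90, and POPTR_0005s01490, with -3.45.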

(Fig. 7A and Supplemental Dataset 1). This indicates that oxidative damage is the cause of the significantly differential gene expression in *anti-3*.

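After 3 h with 1 mM AsA, 113 genes were DEGs compared to the WT, of which 41 were raised and 72 lowered. Of the 2023 DEGs of *anti-3*, 1968 were not DEGs in *anti-3*-A, a share of 97.3% (Wilson 95% confidence interval 96.5% to 97.9%, which covers counting error only). With the DEGs of opposite direction in *anti-3*-A counted as well, it was 97.4%. The share moved most, to 89.7%, with a fold change threshold of 1.5. The change that remained in *anti-3*-A had a median of 5.98% of the log2 fold change in *anti-3* (interquartile range -5.58% to 20.3%). Treated and untreated cells of the line were also compared with each other. Between *anti-3*-A and *anti-3*, 675 genes were raised and 1405 lowered past the thresholds, and 1553 of the 2023 DEGs (76.8%) were among them with the direction opposite to that in *anti-3*. For 421 of the genes no longer called in *anti-3*-A, the direct comparison did not pass the thresholds. The paper takes its DEGs of *anti-3* (Fig. 7A) as a sign that oxidative damage changed gene expression there. The figure it cites also shows these DEGs under AsA treatment.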

**Figure 7:**
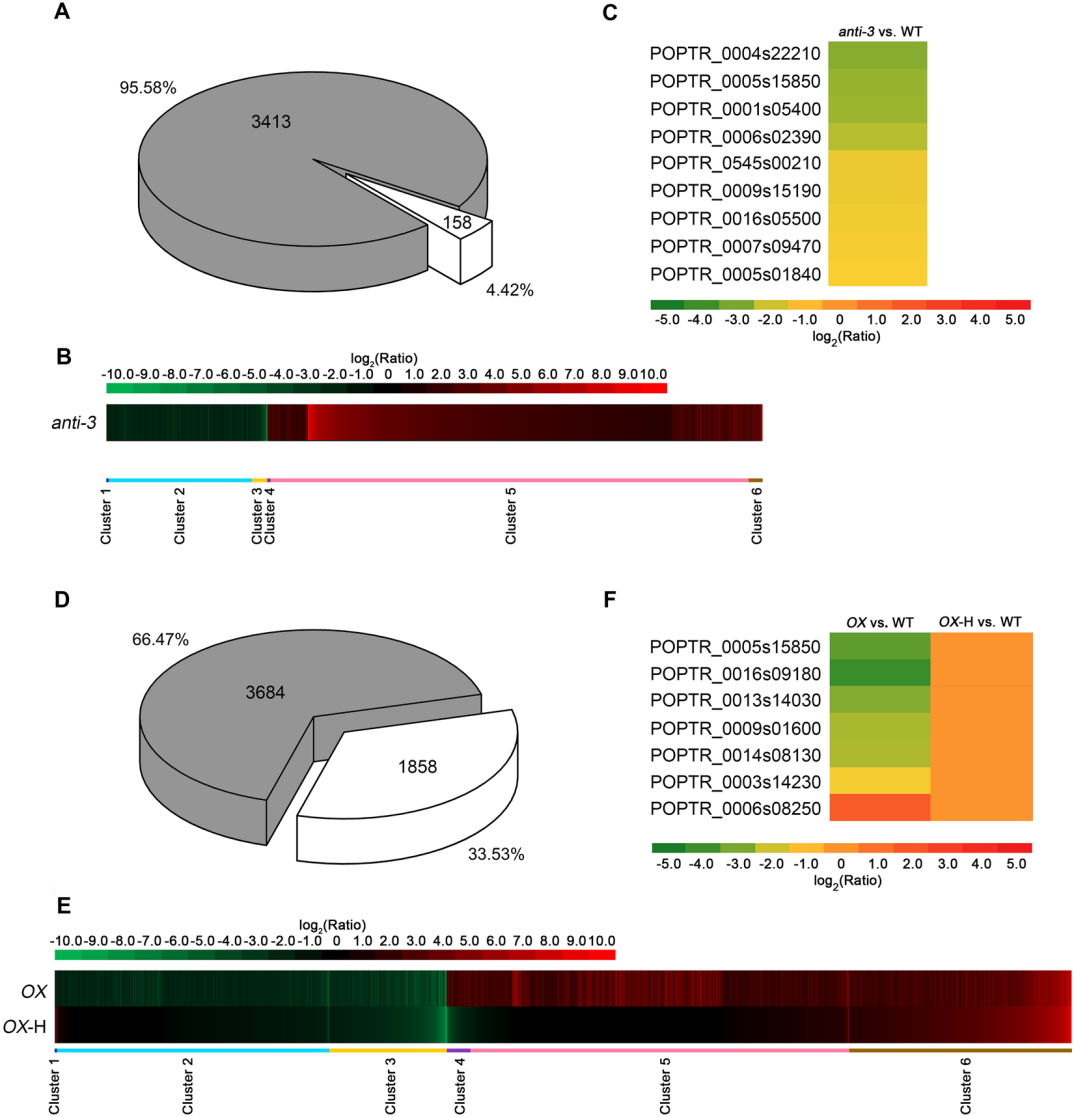
RNA-seq analyses of *anti-3* and *OX*. **(A)** DEGs of anti-3 (anti-3 vs. WT) and their expression under AsA treatment (1 mM, 3 h) (corrected P-value < 0.001, fold change >1.5 or < –1.5; gray, genes recovered to normal expression level under AsA treatment). **(B)** Clustering of expression ratios (*anti-3* vs. WT). Red, upregulation; green, downregulation. **(C)** Heat map of genes related to phenotypes of cells and mitochondria in *anti-3*, based on the RPKM values. **(D)** DEGs of *OX* (*OX* vs. WT) and their expression under H_2_O_2_ treatment (10 mM, 3 h) (corrected P-value < 0.001, fold change >1.5 or <–1.5; gray, genes recovered to normal expression level under H_2_O_2_ treatment). **(E)** Clustering displays of expression ratios (*OX* vs. WT). Red, upregulation; green, downregulation. **(F)** Heat map of genes related to phenotypes of cells and mitochondria in *OX*, based on RPKM values.

We clustered genes with similar expression patterns to further investigate the dynamic trend of the normalization of gene expression. The 3,571 genes were grouped into six clusters (Fig. 7B and Supplemental Dataset 1). Genes in cluster 1 (2 genes) and cluster 2 (781 genes) were downregulated, and the genes in cluster 4 (18 genes) and cluster 5 (2,612 genes) were upregulated in *anti-3*, and were wholly or partly normalized in *anti-3*-A, indicating that they are directly related to the abnormal morphology of cells and mitochondria. 

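The clustering of the paper was not repeated, and the DEGs were grouped by their direction in *anti-3* and by whether they were DEGs in *anti-3*-A. Of the 643 lowered genes, 609 were not DEGs in *anti-3*-A and 1 was raised past the thresholds. The median log2 fold change of the 609 genes against WT went from -1.77 in *anti-3* to -0.20 in *anti-3*-A. Of the 1380 raised genes, 1359 were not DEGs in *anti-3*-A and 2 were lowered past the thresholds. For the 1359 genes the median log2 fold change went from 2.17 to 0.09.

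**Figure D2:**
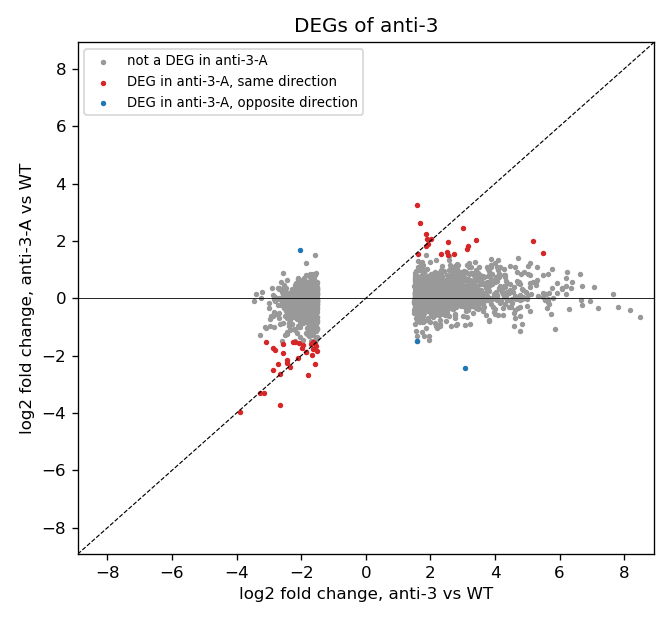
Log2 fold change against WT of each of the 2023 DEGs of *anti-3*, in *anti-3* (horizontal axis) and in *anti-3*-A (vertical axis), on the log2(FPKM + 1) scale. The dashed line marks equal change, grey points are the 1968 genes that were not DEGs in *anti-3*-A, and most of them lie near the horizontal zero line.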

The expression levels of genes in cluster 3 (83 genes) which were downregulated in *anti-3* and cluster 6 (75 genes) but upregulated in *anti-3* were not normalized in *anti-3*-A (Fig. 7B and Supplemental Dataset 1).

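DEGs with the same direction in *anti-3* and *anti-3*-A comprised 33 lowered and 19 raised genes. The lowered genes had a median log2 fold change of -2.20 in *anti-3* and -1.86 in *anti-3*-A, and the raised genes 2.51 and 1.90. POPTR_0014s08130 was at 48.6 ± 3.15 FPKM in WT, 2.35 ± 0.663 in *anti-3* and 2.18 ± 0.345 in *anti-3*-A (SD, n = 3 each). Its log2 fold change between *anti-3*-A and *anti-3* was -0.07 (adjusted p = 0.65 from limma with Benjamini-Hochberg adjustment), smaller than its standard error of 0.13.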

Gene Ontology (GO) term enrichment analyses were performed to further characterize the function of the differentially expressed genes in *anti-3* (Supplemental Dataset 2). The GO term “integral component of membrane” (P < 0.005) “UDP-glycosyltransferase activity” and “protein phosphorylation” (P < 0.005) showed enrichment (Supplemental Dataset 2). In particular, an OXPHOS-related gene (phosphatase family protein, POPTR_0007s09470) and inorganic pyrophosphatase (POPTR_0005s01840) were significantly downregulated in *anti-3* (Fig. 7C). 

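POPTR_0007s09470 was at 2.91 ± 0.350 FPKM in WT and 0.764 ± 0.237 in *anti-3* (SD, n = 3 each), from 301 and 75 reads summed over the libraries of each group. Its log2 fold change was -1.15 (standard error 0.12, adjusted p = 2.2e-07 from limma with Benjamini-Hochberg adjustment), which passed the p threshold and not that of 1.5 on the log2 scale. With a pseudocount of 0.1 in place of 1 the log2 fold change was -1.83 and the gene was a DEG. After AsA it was at 3.36 ± 0.263 FPKM. POPTR_0005s01840 fell from 50.4 ± 9.22 to 13.95 ± 0.664 FPKM, a log2 fold change of -1.76 (standard error 0.17, adjusted p = 1.7e-07, same test), and was at 45.9 ± 5.71 FPKM in *anti-3*-A. The difference between *anti-3*-A and WT was within the spread of the libraries for both genes (adjusted p = 0.30 and 0.62 from limma).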

The activity of inorganic pyrophosphatase, which hydrolyzes inorganic pyrophosphate into two phosphates, is essential for many biosynthetic reactions and energy metabolism as well as for maintaining mitochondrial function. The deletion of inorganic pyrophosphatase compromises cell viability due to the loss of mitochondrial function^31^. The decreased expression of those genes in *anti-3* was consistent with the damaged respiratory ETC in mitochondria of *anti-3*. 

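POPTR_0005s15850 was at 86.8 ± 4.77 FPKM in WT and 11.6 ± 1.06 in *anti-3* (SD, n = 3 each). The log2 fold change was -2.80 (standard error 0.13, adjusted p = 2.6e-11 from limma with Benjamini-Hochberg adjustment) and stayed between -2.85 and -2.73 when each library of the groups was left out in turn. In *anti-3*-A the gene was at 80.3 ± 5.85 FPKM, which did not differ from WT beyond the spread between libraries (log2 fold change -0.11, adjusted p = 0.55).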

The gene encoding phosphatidylinositol-4-phosphate 5-kinase (POPTR_0005s15850), which is involved in cytoskeletal rearrangement^32^, was also downregulated in *anti-3* (Fig. 7C). A cytokinin riboside 5′-monophosphate phosphoribohydrolase gene (POPTR_0004s22210), the product of which activates cytokinins^33^, and a set of UDP-glycosyltransferases (POPTR_0001s05400, POPTR_0006s02390, POPTR_0545s00210 and POPTR_0009s15190), which are related to mitosis and strongly induced in dividing cells^34^, were downregulated in *anti-3* (Fig. 7C). 

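POPTR_0004s22210 was at 65.9 ± 1.93 FPKM in WT and 7.85 ± 1.46 in *anti-3* (SD, n = 3 each), with a log2 fold change of -2.93 (standard error 0.14, adjusted p = 3.9e-11 from limma with Benjamini-Hochberg adjustment). In *anti-3*-A it was at 42.3 ± 3.38 FPKM, still below WT by more than the spread between libraries (log2 fold change -0.63, adjusted p = 2.7e-03). Of the 4 UDP-glycosyltransferases, POPTR_0001s05400 fell from 55.3 ± 1.48 to 7.84 ± 1.06 FPKM (log2 fold change -2.68, adjusted p = 4.9e-14 from limma), and the log2 fold change was -1.83 for POPTR_0009s15190 and -1.76 for POPTR_0006s02390. POPTR_0545s00210 fell from 3.46 ± 0.377 to 0.856 ± 0.370 FPKM, a log2 fold change of -1.28 (adjusted p = 2.4e-07 from limma), which did not reach 1.5. With pseudocounts of 0.5 and 0.1 its log2 fold change was -1.58 and -1.96, and it was a DEG. Of the 9 genes in Fig. 7C, 7 were DEGs in *anti-3* here and 9 with a pseudocount of 0.1. In *anti-3*-A against WT, limma called 0 of the 9, as did voom on whole reads, while 4 had an adjusted p below 0.05, the same number as at an unadjusted p below 0.05.

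**Figure D3:**
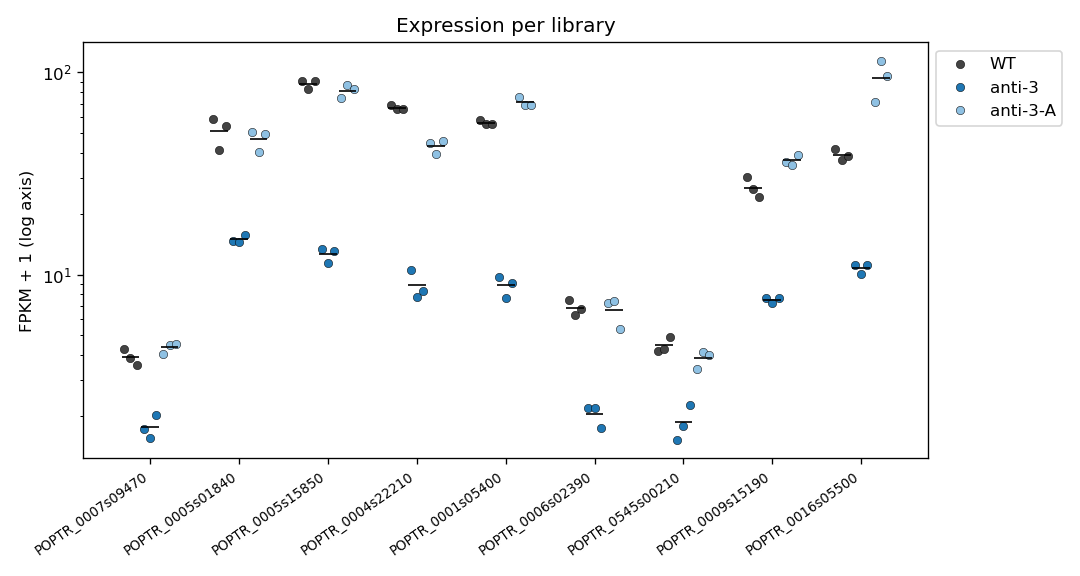
FPKM + 1 (log axis) of the 9 genes of Fig. 7C in the 3 libraries each of WT, *anti-3* and *anti-3*-A. Points are libraries and horizontal bars are group means, and in each gene the *anti-3* libraries lie below those of WT and *anti-3*-A.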

Cytokinins are master plant hormones that control cell division, senescence, and growth^35^. The decreased expression of those genes in *anti-3* is consistent with the reduced proliferation of transgenic cells. In addition, a gene related to leaf senescence, alkaline α-galactosidase (POPTR_0016s05500)^36^, was downregulated in *anti-3* (Fig. 7C). These genes are implicated in the altered growth and morphology of transgenic cells, which were smaller and had a slower growth rate than WT cells.

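POPTR_0016s05500 fell from 37.9 ± 2.49 FPKM in WT to 9.75 ± 0.647 in *anti-3* (SD, n = 3 each), a log2 fold change of -1.85 (standard error 0.12, adjusted p = 1.3e-09 from limma with Benjamini-Hochberg adjustment). In *anti-3*-A it was at 92.7 ± 21.3 FPKM, above WT in each of the 3 libraries (log2 fold change against WT 1.24, adjusted p = 1.4e-06, same test).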

RNA-seq analyses of WT and *PtomtAPX*-overexpressed cells treated or not with 10 mM H_2_O_2_ were performed. 

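The *OX* libraries held 17509951 to 19349363 reads on genes (median 19332837) and the *OX*-H libraries 15618191 to 17889817 (median 17019881), against the same 3 WT libraries as for *anti-3*. *OX* cells overexpress *PtomtAPX*, and *OX*-H cells were collected after 3 h with 10 mM H2O2. Both groups were in the same fit as the other libraries, with the same test, filter and thresholds. In libraries simulated for *OX* against WT with 200 changed genes among 23287, the test called 180 of the 200 and 0 of the unchanged genes. All planted changes lay past the fold change threshold, in genes above the filter. Every gene had the same relative spread, and no shift of the other genes was planted. These counts are therefore not rates for the real libraries. The WT libraries are shared with the *anti-3* comparisons, so chance deviations of WT enter both. Along the first principal component *OX* lay between -84.9 and -77.2 and *OX*-H between 53.2 and 53.8, and along the second *OX* lay between -49.3 and -43.1 and *OX*-H between -85.7 and -81.8.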

Compared to the WT, 5,542 genes with significantly different expression levels (fold change >1.5 or <–1.5, and corrected P < 0.001) were detected in *OX*. 

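*OX* cells had 2849 DEGs compared to the WT, 1605 raised and 1244 lowered. A fold change threshold of 1.5 gave 11740 DEGs, of which 41.7% were raised. The median log2 fold change of all tested genes was -0.18, and with library medians aligned 69.4% of 2918 DEGs were raised, compared with 56.3% on the values as deposited. The authors' deposited table of *OX* DEGs listed 2753 of the 2849 genes. On the log2(FPKM + 1) scale POPTR_0013s01580 and POPTR_1310s00210 rose most, an order that rests on the pseudocount of 1. POPTR_0013s01580 rose from 3.79 ± 0.430 to 753 ± 103 FPKM (SD, n = 3 each), a log2 fold change of 7.29 (adjusted p = 2.7e-16 from limma with Benjamini-Hochberg adjustment), and POPTR_1310s00210 had 7.27. On the same scale POPTR_0014s04770 fell most, from 126 ± 4.60 to 0.759 ± 0.207 FPKM, a log2 fold change of -6.18 (adjusted p = 2.3e-15, same test), and POPTR_0009s03410 had -5.17.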

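In *OX*-H, 1576 genes were DEGs compared to the WT, 985 of them raised and 591 lowered. Among the 2849 DEGs of *OX*, 2042 were not DEGs in *OX*-H, which is 71.7% (Wilson 95% confidence interval 70.0% to 73.3%). With the 63 DEGs of opposite direction in *OX*-H counted as well, the share was 73.9%. The share moved most, to 53.9%, with a fold change threshold of 1.5 in place of a log2 ratio of 1.5. A median of 42.1% of the log2 fold change in *OX* remained in *OX*-H (interquartile range 10.3% to 72.7%). Directly between *OX*-H and *OX*, 732 genes were raised and 1278 lowered past the thresholds. These included 1104 of the 2849 DEGs (38.8%) with the direction opposite to that in *OX*.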

The expression of 66.47% (3,684 genes) of those genes was normalized by 10 mM H_2_O_2_ (*OX*-H) (Fig. 7D and Supplemental Dataset 1). Thus, the decreased H_2_O_2_ content caused the significantly different gene expression levels in *OX*.

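Of the genes no longer called in *OX*-H, 980 also passed the thresholds in the direct comparison with *OX*, and 1062 did not. When a gene was counted as normalized by an adjusted p below 0.05 in the opposite direction between *OX*-H and *OX* (limma with Benjamini-Hochberg adjustment), the share was 82.2%. When it was counted by a change in *OX*-H of less than 50% of that in *OX*, the share was 57.1%. From the normalization of these genes by H2O2 (Fig. 7D), the paper concludes that the lower H2O2 content changed gene expression in *OX*.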

We also clustered genes with similar expression profiles to investigate the trends of these RNAs in *OX* compared to the WT. As shown in Fig. 7E, the 5,542 genes were grouped into six clusters (Supplemental Dataset 1). 

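Grouped by direction in *OX* and by whether they were DEGs in *OX*-H, 945 of the 1244 lowered genes were not DEGs in *OX*-H. Their median log2 fold change against WT went from -1.81 in *OX* to -0.80 in *OX*-H. No lowered gene was raised past the thresholds in *OX*-H by limma (0 genes, with 40 above WT at an unadjusted p below 0.05, and 2 by voom on whole reads). Of the 1605 raised genes, 1097 were not DEGs in *OX*-H, with medians of 2.02 in *OX* and 0.28 in *OX*-H, and 63 were lowered past the thresholds.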

Genes in cluster 1 (1 genes) and cluster 2 (1,486 genes) were downregulated, and those in cluster 4 (127 genes) and cluster 5 (2,070 genes) were upregulated in *OX* and were normalized in *OX-*H, indicating that they are directly related to the abnormal morphology of cells and mitochondria. Genes in cluster 3 (643 genes), which were downregulated in *OX*, and cluster 6 (1,215 genes), which were upregulated in *OX-*H, were not normalized in *OX*-H (Fig. 7E and Supplemental Dataset 1). 

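DEGs with the same direction in *OX* and *OX*-H comprised 299 lowered and 445 raised genes. The lowered genes had a median log2 fold change of -2.38 in *OX* and -1.96 in *OX*-H, and the raised genes 2.29 and 2.37. POPTR_0014s04770 was at 0.704 ± 0.425 FPKM in *OX*-H (SD, n = 3), and its log2 fold change between *OX*-H and *OX* was -0.07 (adjusted p = 0.66 from limma with Benjamini-Hochberg adjustment).

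**Figure D4:**
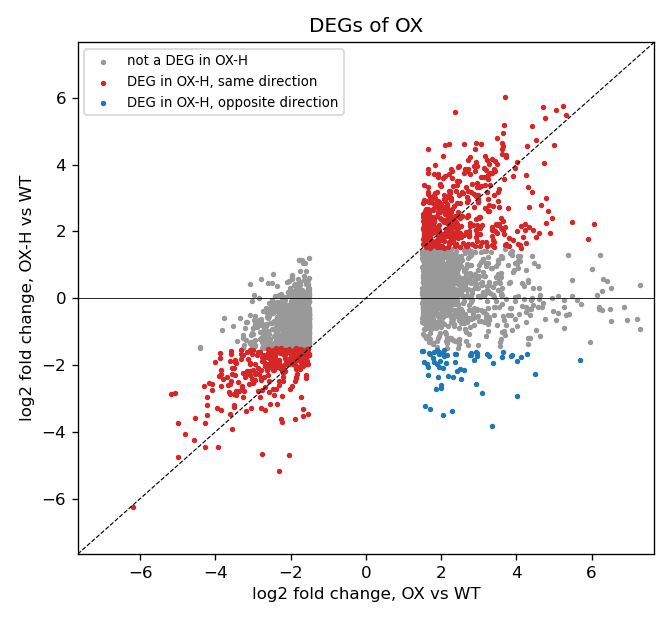
Log2 fold change against WT of each of the 2849 DEGs of *OX*, in *OX* (horizontal axis) and in *OX*-H (vertical axis), on the log2(FPKM + 1) scale. The dashed line marks equal change, grey points are the 2042 genes that were not DEGs in *OX*-H, red points are the 744 DEGs with the same direction, and blue points are the 63 with the opposite direction.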

The GO term “hydrolase activity, acting on ester bonds” was significantly enriched (Supplemental Dataset 2). For example, two phosphatases (POPTR_0014s08130 and POPTR_0013s14030) were downregulated in *OX* and recovered to normal expression level in *OX*-H (Fig. 9F). Moreover, two cytokinin riboside 5′-monophosphate phosphoribohydrolases (POPTR_0016s09180 and POPTR_0009s01600), an UDP-glycosyltransferase (POPTR_0003s14230), and a phosphatidylinositol-4-phosphate 5-kinase (POPTR_0005s15850) were significantly differentially expressed in *OX*, and their expression was normalized in *OX*-H (Fig. 7F).The genes in cluster 5 were upregulated in *OX* and normalized in *OX*-H. For example, inorganic pyrophosphatase (POPTR_0006s08250) impairs mitochondrial function and was normalized in *OX*-H (Fig. 7F). These genes may be related to growth reduction, cell morphology and mitochondrial dysfunction due to their important roles in mitochondrial function, cytoskeleton, cytokinin activation, and cell division^31–34^. This is consistent with the need for the addition of 6-BA for the growth of *PtomtAPX*-overexpressed cells and the normalization of cellular morphology and growth rate, and mitochondrial function, by exogenous H_2_O_2_.

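POPTR_0014s08130 fell to 8.58 ± 1.41 FPKM in *OX* (SD, n = 3), a log2 fold change against WT of -2.38 (standard error 0.13, adjusted p = 1.0e-10 from limma with Benjamini-Hochberg adjustment). In *OX*-H it was at 18.8 ± 0.429 FPKM, no longer past the fold change threshold and below WT by more than the spread between libraries (log2 fold change -1.32, adjusted p = 2.2e-07). POPTR_0013s14030 was at 4.00 ± 0.496 FPKM in WT, 0.489 ± 0.263 in *OX* and 1.54 ± 0.407 in *OX*-H. Its log2 fold change against WT was -1.76 in *OX* (adjusted p = 8.7e-09) and -0.99 in *OX*-H (adjusted p = 1.0e-05, same test).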

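POPTR_0016s09180 was close to the limit of detection, with 68 reads summed over the 3 WT libraries, 3 over the *OX* libraries and 27 over the *OX*-H libraries. Its level in *OX* was 4.76% of that in WT by reads per library total (exact 95% confidence interval 0.958% to 14.5%, counting error only). It was at 1.23 ± 0.331, 0.059 ± 0.057 and 0.605 ± 0.502 FPKM (SD, n = 3 each). The log2 fold change in *OX* was -1.06 (adjusted p = 6.8e-05 from limma with Benjamini-Hochberg adjustment), which did not reach 1.5, and with a pseudocount of 0.1 it was -3.10 and the gene was a DEG. POPTR_0009s01600 fell from 3.72 ± 0.287 to 0.625 ± 0.368 FPKM (log2 fold change -1.56, adjusted p = 3.2e-07). It was not a DEG with library medians aligned (-1.38), after quantile normalization (-1.48), with the trend on gene length removed (-1.43) or without *OX* replicate 1 (-1.43). POPTR_0003s14230 was at 27.2 ± 1.38 FPKM in WT, 7.76 ± 0.077 in *OX* and 23.2 ± 0.709 in *OX*-H. Its log2 fold change in *OX* was -1.69 (adjusted p = 2.0e-13), and -1.48 with the trend on gene length removed, where it was not a DEG. POPTR_0005s15850 was at 7.30 ± 1.97 FPKM in *OX* and 35.5 ± 2.16 in *OX*-H, with log2 fold changes against WT of -3.43 and -1.27. POPTR_0006s08250 rose from 38.6 ± 3.44 FPKM in WT to 121 ± 9.36 in *OX* and was at 56.1 ± 1.57 in *OX*-H, with log2 fold changes of 1.62 (adjusted p = 2.3e-10) and 0.53 (adjusted p = 1.2e-04, same test).

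Of the 7 genes in Fig. 7F, 6 were DEGs in *OX*, and 7 with a pseudocount of 0.1. In *OX*-H against WT, limma called 0 of the 7, as did voom on whole reads. All 7 had an adjusted p below 0.05 in that comparison, with log2 fold changes between -1.32 and 0.53. Between *OX*-H and *OX* all 7 moved towards WT with an adjusted p below 0.05, and 1 passed the fold change threshold.

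**Figure D5:**
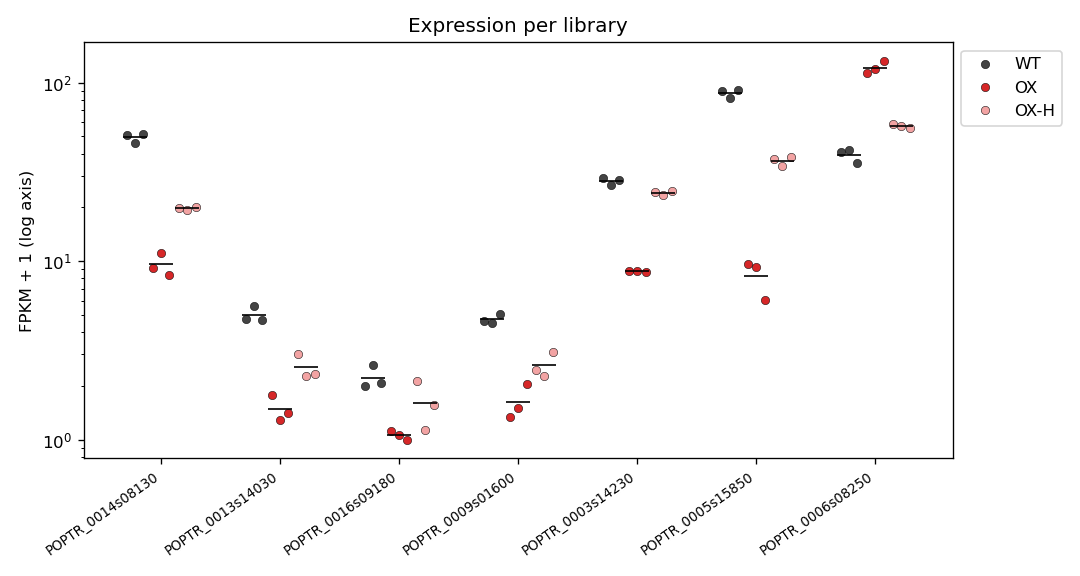
FPKM + 1 (log axis) of the 7 genes of Fig. 7F in the 3 libraries each of WT, *OX* and *OX*-H. Points are libraries and horizontal bars are group means, and in each gene the mean of *OX*-H lies between those of *OX* and WT.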

Non-enzymatic and enzymatic mechanisms maintain redox homeostasis in plant cells. H_2_O_2_ is scavenged principally by SOD, CAT, GPX, and PrxR, and the AsA-GSH cycle. None of these ROS-scavenging enzymes was significantly differentially expressed in *anti-3* or *OX* compared to the WT, suggesting that the ROS pathway is not induced by the downregulation or upregulation of *PtomtAPX*.

APX mediates cross-compartment protection against the deleterious effects of H_2_O_2_^37^. To determine whether APXs in other compartments can compensate for the loss of mitochondrial APX, we evaluated the expression levels of APXs in the chloroplasts, cytoplasm, and microbody. None of the APX genes was significantly differentially expressed in the *PtomtAPX*-antisense and *PtomtAPX*-overexpressed cell lines, suggesting that mitochondrial *PtomtAPX* is independent of APXs in other compartments and so provides little cross-compartment protection against H_2_O_2_.

Taken together, these results suggest that *PtomtAPX* expression is closely associated with H_2_O_2_ content and mitochondrial structure. Moreover, appropriate *PtomtAPX* expression is necessary to maintain a mitochondrial H_2_O_2_ level appropriate for mitochondrial structure and function in *P. tomentosa*.

## Discussion

Plant mitochondria are major organelles of ROS production and are targets of ROS^38,39^. ROS-scavenging systems control the ROS balance in plant mitochondria. We identified two APXs, *PtomtAPX* and *PtosAPX*, in the mitochondria of *P*. *tomentosa*. *PtomtAPX* is specifically targeted to mitochondria and is the major APX involved in controlling mitochondrial H_2_O_2_ levels, and it influences mitochondrial structure and function and PCD in *P*. *tomentosa*. *PtosAPX* is targeted to both mitochondria and chloroplasts and is the minor role in controlling mitochondrial H_2_O_2_ levels.

Targeting peptides of mitochondrial and chloroplastic proteins (mTPs, also termed pre-sequences and cTPs, also termed transit peptides) has a similar amino acid composition and are indistinguishable by sequence analyses^40,41^. It is possible that mitochondrial isoforms have been misidentified as chloroplastic isoforms. For example, there were four chloroplastic APX in rice, but no mitochondrial isoform was confirmed^2,5,6^, indicating that mitochondrial isoform was mistaken for chloroplastic iosform. In this study, *PtomtAPX* and *PtosAPX* of *P*. *tomentosa* were also marked as chloroplastic isoforms (Supplemental Fig. 2). However, plant mTPs and cTPs exhibit quantitative and structural differences^42^.

Positively charged residues and amphipathic α-helix formed in 19 N-terminal amino acid are responsible for localization^26,42,43^. Our results indicate that chloroplastic APX has high serine and proline contents and a low arginine content. By contrast, *PtomtAPX* has three arginine residues and two amphipathic α-helices in its 19 N-terminal portion of targeting peptide (Fig. 1A). A rice chloroplastic APX isoform, OsAPX6, has been found in mitochondria of BY-2 tobacco but its presence in chloroplasts is unclear^2,6,44^. We found that the mTPs of OsAPX5 and OsAPX6 contained four positively charged amino acids (three of them are arginine residues) and an amphipathic α-helix, suggesting that they are targeted to mitochondria (Fig. 1A). Furthermore, three positively charged amino acids (two of them are arginine residues) and an amphipathic α-helix are present in *Z*. *mays* APX7 (Fig. 1A). Therefore, mitochondrial APX isoforms are present in various plant species, including model plants such as rice. The results of comparing the amino acid composition of targeting peptide of at least 100 proteins from diverse plant species showed increased intermediate amino acid led to the targeted of both chloroplasts and mitochondria^44–48^. Targeting of the same protein to two locations can result in co-regulation without a change in the genome. The presence of co-targeted enzymes of the AsA-GSH cycle may have a beneficial effect by restoring a normal level of ROS, which is important for the function of mitochondria and plastids.

Plant mitochondria in photosynthetic and non-photosynthetic organs have defense systems to prevent damage by H_2_O_2_ and to respond to environmental stresses^49–51^. Our results indicate that *P*. *tomentosa* has at least two mitochondrial APXs, *PtomtAPX* and *PtosAPX*, which have similar levels of activity. However, mitochondria had a low *PtosAPX* level, suggesting that *PtosAPX* is not an important player in ROS scavenging in mitochondria. The *PtosAPX* level in mitochondria was markedly lower than that of *PtomtAPX*, while the *PtosAPX* level in chloroplasts was higher than that in mitochondria, suggesting that *PtomtAPX* and *PtosAPX* are mitochondrial and chloroplastic isoforms, respectively. This is consistent with a previous report that dual-targeted proteins are more strongly targeted to one of the two organelles^44^.

The expression of *PtomtAPX* and *PtosAPX* differed significantly in the presence of various environmental stresses. In this study, the expression of *PtosAPX* and *PtotAPX* increased by high-light stress, whereas that of *PtomtAPX* was only slightly affected. The expression of chloroplastic APX(chlAPX) varies according to light intensity; e.g., high-intensity light decreases the expression of chlAPX in spinach leaves^52^. Exposure of *Arabidopsis* lacking tAPX to high-intensity light and MV stresses result in increased H_2_O_2_ accumulation and oxidation of proteins^53^. A mutant wheat line with decreased tAPX activity shows reduced photosynthetic activity and biomass accumulation in the presence of high-intensity light, suggesting that tAPX is essential for photosynthesis. Therefore, *PtosAPX* plays a role in the photosynthetic apparatus and *PtomtAPX* functions in the non-photosynthetic apparatus.

The major H_2_O_2_ detoxifying system in plant cells is the AsA-GSH cycle, in which APX is the key enzyme^49,50^. However, stromal/mitochondrial APX-knockdown lines, as well as single and double null mutants in chlAPX (sAPX and tAPX) in *A*. *thaliana* and rice, exhibit a normal phenotype and normal biochemical and physiological attributes under normal growth conditions, suggesting that chloroplast stromal/mitochondrial APX is not important for H_2_O_2_ scavenging in *A*. *thaliana* or rice^23,24^. In our research, the *PtomtAPX*-antisense cells under normal growth conditions had significantly higher H_2_O_2_ levels and an abnormal phenotype, including impaired mitochondrial structure and function and slowed growth. Transcriptomic analyses of *anti-3* and WT revealed that the expression levels of genes encoding phosphatases and inorganic pyrophosphatases were significantly different, while genes related to cell growth (such as cytoskeleton, cytokinin, cell division, and senescence) were downregulated in *anti-3*. *PtosAPX*, was not upregulated in *anti-3*, indicating that *PtosAPX* cannot compensate for the function of *PtomtAPX*. Therefore, *PtomtAPX*, not *PtosAPX*, is the major APX in mitochondria.

Glutathione acts as a mobile pool of non-protein reduced sulfur, as an antioxidant, and in the detoxification of xenobiotics and heavy metals^1,30^. The GSH:GSSG ratio is an important indicator of the redox balance in plant cells. GR plays a central role in maintaining the GSH pool during stress^1^. The transcript level of *GR*, which plays a central role in maintaining the GSH pool, was not significantly increased in the *PtomtAPX-antisense* cells, and the GSH/GSSG ratio was significantly decreased, suggesting an insufficient glutathione pool to counteract the H_2_O_2_ level. Moreover, none of the APXs were significantly differentially expressed in *anti-3* or *OX* according to RNA-seq analyses, indicating that cross-compartment protection among different organelles is not enough to protect mitochondria in the absence of *PtomtAPX*. Therefore, *PtomtAPX* is required to modulate H_2_O_2_ levels in mitochondria.

Over-accumulation of ROS triggers plant cell death. Excess ROS alter mitochondrial membrane permeability, decrease ΔΨm, reduce the electron density and number of cristae, and compromise inner and outer membranes; these effects trigger the release of cytochrome c, resulting in PCD. In plants, PCD is activated during various developmental processes and under diverse stress conditions^54,55^. Our results indicate that PCD was triggered by increased H_2_O_2_ levels and decreased *PtomtAPX* expression in the *PtomtAPX*-antisense cells. The addition of exogenous H_2_O_2_ to the *PtomtAPX*-antisense cells resulted in increased PCD. This is consistent with the slowed plant growth, small cells, and mitochondrial aggregation, swelling, loss of electron density and cristae, and decrease in ΔΨm in the *PtomtAPX*-antisense lines. Thus, downregulation of *PtomtAPX* expression in the *PtomtAPX*-antisense plants induced PCD and slowed growth. This may explain the difficulty generating *PtomtAPX*-antisense plants under normal growth conditions.

The decreased levels of *PtomtAPX* protein in the *PtomtAPX*-antisense cells resulted in higher H_2_O_2_ levels, which could not be counteracted by enzymatic or non-enzymatic mechanisms due to damaged and dysfunctional mitochondria. ROS can damage, by indiscriminate oxidation of macromolecules, various cellular compartments. In this study, excessive H_2_O_2_ levels impaired mitochondrial function in the transgenic lines. This is consistent with a previous report that high levels of ROS oxidize mitochondrial structural proteins, which reduces the efficiency of OXPHOS^56^. The damage to mitochondria was significantly alleviated by the addition of exogenous AsA.

The decreased H_2_O_2_ levels in the *PtomtAPX*-overexpressed cells resulted in decreased membrane potential and ATP production. However, mitochondrial lipids and structural proteins, specifically those related to OXPHOS, were not oxidized, suggesting that maintenance of ROS homeostasis is necessary for OXPHOS in the *PtomtAPX*-overexpressed cells. Moreover, RNA-seq showed that the expression of genes related to mitochondrial function, cytoskeleton, cytokinin activation, and cell division in *OX* cells was significantly recovered by the addition of exogenous H_2_O_2_. Thus, low H_2_O_2_ levels also impair mitochondrial function by an unknown mechanism.

ROS as signaling molecules regulate a number of processes during plant growth and development, such as cell elongation and differentiation, as well as the responses to a variety of environmental stimuli^56,57^. For example, in soybean, H_2_O_2_ levels increase from the tip of the hypocotyl (elongation zone) to the highly lignified base. In onion root fragments, H_2_O_2_ levels are high in cells undergoing elongation and lignification, and the former have lower total peroxidase activity^58^. Therefore, maintaining appropriate H_2_O_2_ levels is important for mitochondrial efficiency and cell growth in *P*. *tomentosa*, although the mechanism involved is unknown.

In conclusion, *PtomtAPX* is specifically targeted to mitochondria in which it is the primary APX, while *PtosAPX* is dual-targeted to mitochondria and chloroplasts. Expression of *PtomtAPX* in mitochondria is necessary for regulation of mitochondrial ROS levels and maintenance of mitochondrial function in *P*. *tomentosa*. Our findings provide valuable insight into the mechanism by which ROS balance is maintained and the function of the AsA-GSH cycle in mitochondria.

## Materials and Methods

### Plant materials and growth conditions

Suspension cells of *P*. *tomentosa* Carr. were grown in the dark at 25 °C. Transgenic suspension cells were obtained according to Li *et al*.^59^.

### Molecular cloning and plasmid construction

Full-length *PtomtAPX* and *PtosAPX* cDNA were amplified using the primers *PtomtAPX-F/R* and *PtosAPX-F/R*, respectively, and sequenced. *PtomtAPX* and *PtosAPX* was amplified using *G-PtomtAPX-F/R* and *G-PtosAPX-F/R* and cloned into the pBI121-GFP vector to generate *35S:PtomtAPX-GFP* and *35S:PtosAPX-GFP*, respectively. Full-length *PtomtAPX* cDNA was amplified using *OX-PtomtAPX-F/R* and cloned into pBI121 to generate *35S:PtomtAPX* (Supplemental Table 1). Full-length *PtomtAPX* cDNA was amplified using *anti-PtomtAPX-F/R* and cloned into pBI121. The amphiphilic α-helice is predicted using Bioedit 7.0.

### Enzyme-activity assays

The ORF minus the targeting peptide of *PtomtAPX* and *PtosAPX* was amplified by PCR using *P-PtomtAPX-F/R* and *P-PtostAPX-F/R*, respectively, and inserted downstream of the pET30a plasmid T7 promoter (Novagen, Madison, WI). *PtomtAPX* and *PtosAPX* were expressed and purified according to Zhang *et al*.^60^. The activity of purified recombinant *PtomtAPX* using ASA and H_2_O_2_ as substrates was assayed as described previously^59^.

### *PtomtAPX* and *PtosAPX* immunolocalization

Purified recombinant *PtomtAPX* or *PtosAPX* (5 mg) was used to immunize rabbits at 3-week intervals. The specificity of the anti-PtomtAPX and anti-PtosAPX antibodies was confirmed by hybridization with a membrane blotted with protein extracts from leaves of *P*. *tomentosa*. *P*. *tomentosa* leaves were fixed and subjected to immunolocalization as described previously^61^.

### PtomtAPX-GFP and PtosAPX-GFP fusion targeting analyses

The *GFP* gene was amplified by PCR using the primers *GFP-F/GFP-R*. The product was inserted into pBI121(Clontech), which lacked the GUS-coding region to create the GFP(A)-pBI121 vector, the fusion construct of *35S:PtomtAPX-GFP*, and *35S:PtomtAPX-GFP*. Transgenic tobacco leaf epidermis and root-tip cells were visualized by CLSM (Leica SP8).

### Enzyme-linked immunosorbent assays (ELISA)

An anti-PtomtAPX or anti-PtosAPX antibody (1:5,000 in PBS) was added to each well of a microtiter plate, followed by a goat anti-rabbit IgG HRP-conjugated secondary antibody (1:10,000 in PBS) (Supplemental Fig. 6). Protein from leaves or suspension cells was used for ELISA in accordance with the method of Zhang *et al*.^61^. Optical density values were determined using a Bio-Rad 680 Microplate Reader.

### qRT-PCR

qRT-PCR was performed with the *qRT-PtomtAPX-F/R* or qRT-PtosAPX primers. The PCR conditions were 94 °C for 5 min; 40 cycles at 94 °C for 20 s, 58 °C for 20 s, 72 °C for 30 s, and 60 °C for 30 s; and 72 °C for 1 min. qRT-actin-F/R was used as normalization. Data were calculated using the 2^−ΔΔCt^ method.

### TEM

Suspension cells were fixed and embedded as described by Zhang *et al*.^61^.

### CLSM

CLSM was performed using a Leica TCS-SP8 CLSM. The JC-1 signal was visualized by excitation at 488 nm and emission at 520–540 nm (green fluorescence) and 595–625 nm (red fluorescence). MitoTracker Red CMXRos (Invitrogen) was visualized by excitation at 578 nm and emission at 580–620 nm. Quantification was performed using Leica confocal software.

### Staining

Suspension cells and root-tip cells of *P*. *tomentosa* were incubated in 0.3 μM CMXRos in slice buffer (0.3 mM sucrose, 5 mM TES, 5 mM MgCl_2_) at 30 °C in the dark for 10 min as described by Lord *et al*.^46^. Suspension cells and root-tip cells of *P*. *tomentosa* were incubated in 100 μM JC-1 for 20 min as described by Wang *et al*.^62^.

### Isolation of mitochondria and chloroplast

Mitochondria or chloroplasts were isolated from leaves of *P*. *tomentosa*. The purity of the preparations was detected using cytochrome c oxidase for mitochondria, catalase for peroxisomes, alcohol dehydrogenase for cytosol, and alkaline pyrophosphatase for plastids (Supplemental Fig. 7) as described previously^63^. The chloroplast fractions were enriched using Minute^TM^ chloroplast isolation kit(Invent Biotechnologies).

### Determination of H_2_O_2_ and MDA contents, ASA/DHA, GSH/GSSG, and ATP/ADP ratios, and ETC complex activity

H_2_O_2_ content was detected using Fluorimetric Hydrogen Peroxide Assay Kit (Sigma-Aldrich). MDA content was detected using Lipid Peroxidation (MDA) Assay Kit (Sigma-Aldrich). ADP and ATP levels were detected using a EnzyLight™ ATP assay (BioAssay Systems).The levels of AsA, GSSG and GSH were detected as described previously^4,64^.

### Immunoblotting

The appearance of carbonyl groups in proteins was detected using an OxiSelect™ Protein Carbonyl Immunoblot Kit (Cell Biolabs, Inc.).

### Flow cytometry

Suspension cells of *P*. *tomentosa* were incubation for 30 min in the dark with binding buffer (10 mM HEPES [pH 7.4], 140 mM NaCl, 1 mM MgCl_2_, 5 mM KCl, 2.5 mM CaCl_2_,1 μg/mL Hoechst and 1 μg/mL PI) and analyzed on a FACSCalibur flow cytometer (BD Biosciences).

### RNA-Seq sample collection, Illumina sequencing, and data processing

Total RNA was isolated from WT, *anti-3*, and *OX* cells using TRIzol reagent according to the manufacturer’s protocol (Invitrogen). The samples were sequenced using an Illumina Genome Analyzer (HiSeq™ 2000; Illumina, San Diego, CA). The raw reads were data-filtered to obtain high-quality clean reads. The clean reads were mapped to the *P*. *trichocarpa* reference genome and reference genes using SOAPaligner/SOAP2. No more than two mismatches were allowed in the alignment. Gene expression levels were calculated as reads per kilobase per million reads (RPKM)^65^. The data are deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121562) under accession number GSE121562.

### Identification and analysis of differentially expressed genes

Differentially expressed genes (DEGs) among WT, *anti-3*, and *OX* cells were identified using the DEGseq R package (1.12.0)^65^ based on the normalized read counts. A corrected P-value < 0.001 and |log2ratio| > 1.5 were the thresholds for significantly different expression. GO enrichment analyses of the DEGs were performed using the GOseq R package^66^. GO terms with a P-value < 0.005 were considered significantly enriched in DEGs.

### Accession numbers

Sequence data from this article can be found in the NCBI database under accession numbers MH910690 (*PtomtAPX*) and MH910610 (PtosAPX), AB022273 (Nt.tAPX), AB114856 (Os.tAPX), D77997 (So.tAPX), D83656 (Cka.tAPX), AB022274 (Nt.sAPX), AB114855 (Os.sAPX), D83669 (So.sAPX) and D88420 (Cka.sAPX).

## Supplementary information

Supplementary Information

Supplemental Dataset 1

Supplemental Dataset 2

How the deposited data were processed for this re-analysis (not part of the article)

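RNA-seq values of 15 libraries of *P. tomentosa* suspension cells were analysed, 3 each of WT, *anti-3*, *anti-3*-A (1 mM AsA, 3 h), *OX* and *OX*-H (10 mM H2O2, 3 h), collected 5 days after subculture. The group and replicate of each library were taken from the sample labels and the paper. The paper's methods state RNA extraction with TRIzol, and the labels name a column kit instead. Sequencing was on an Illumina HiSeq instrument.

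The authors filtered the reads, mapped them to the *P. trichocarpa* reference genome and genes with SOAPaligner/SOAP2 allowing 2 mismatches, and deposited FPKM values per gene and library, which are read numbers scaled by gene length and library total. The paper calls the unit RPKM. For each group against WT the authors also deposited a table of DEGs from DEGseq, with log2 ratios of normalized read counts and their p-values. How the 3 libraries of a group entered those tables, the genome release and the gene annotation are not given in the sources used here. The smallest absolute log2 ratio in the authors' deposited tables was 1.50, so they hold genes past the thresholds only.

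From the FPKM values, whole reads were worked back with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1), using the steps of 1 read between low values of a gene. All 445124 values above 0 came out whole within 0.0001 reads. A gene length was accepted only under this rule, which a gene with values in few libraries can meet by chance. Tested on reads simulated for 34175 genes, the method returned the totals of 15 libraries and all reads of 98.57% of the genes. The totals were 15618191 to 21278437 reads per library (median 17889817). A gene with few reads has a large counting error whatever the spread between replicates, as in POPTR_0016s09180, which rests on 3 reads in *OX*. The gene lengths worked back with the reads had a median of 1296 bp, and 48.5% of them were multiples of 3. No gene symbols were paired with the POPTR identifiers of the table by the reference used here, which is of another species (*P. tomentosa*), and gene functions are those the paper states.

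Fold changes were tested with limma 3.58.1 (R 4.3.3) as limma-trend on log2(FPKM + 1), on genes with an FPKM of at least 1 in at least 3 of the 15 libraries, with the values as deposited and no further scaling. All 15 libraries entered 1 fit with a mean per group and no covariate, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A DEG had an adjusted p below 0.001 and an absolute log2 fold change above 1.5. Each line and each treated group was compared with WT, each treated group with its untreated line, and *OX* with *anti-3*. Tested on simulated data for *OX* against WT (23287 genes), the test recovered 180 of 200 changed genes and called 0 unchanged genes. It called 0 in the comparisons simulated without change. The planted changes all lay past the fold change threshold, and all genes had the same relative spread, so these counts are not rates for the real data. A DEG of a line was counted as normalized when it was not a DEG of the treated cells against WT, and DEGs of opposite direction there, which the paper's shares include, were added as a separate share.

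Replicate libraries of a group were compared by a chi-square test of their reads over genes with at least 20 reads in the pair. The chi-square per degree of freedom was 2.28 to 6.77, above the sampling noise in every pair, so that no library was counted as a copy of another.

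The genes named in the text are the 15 genes that the paper names, whose values in Supplemental Dataset 1 had been seen when the rule was set, and the 3 largest rises and 3 largest falls of each line against WT and of each treated group against its line, among DEGs with libraries that do not overlap. At most 2 of the rises and 2 of the falls of a comparison are named, because the identifiers are not paired with gene names. The alternatives set before the data were examined were pseudocounts of 0.1 and 0.5, no filter or an FPKM of at least 5, alignment of library medians, quantile normalization, a fit with only the compared groups, limma without the trend, the replicate number as a block, an adjusted p below 0.05, a fold change above 1.5, other definitions of normalized, and each replicate left out in turn. Voom on whole reads, reads thinned to equal depth (15618191 per library) and removal of each library's trend on gene length were chosen after seeing the data.

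The levels of *PtomtAPX* and *PtosAPX*, the APX and ROS-scavenging families, GR, the respiratory chain gene sets and the GO terms were not analysed here, since identifiers are not paired with these names. Raw read counts per library were not used here other than as worked back, and tests made for counts were not the main result. The copy of Supplemental Dataset 1 used here holds part of the *anti-3* and *OX* sheets, and no overlap or enrichment was computed on it.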

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

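None of the technical tests in this part was chosen with its result in view, except that equal depth and gene length as settings were added after the data had been seen.

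*OX* and *anti-3* cells differed from each other in 914 genes past the thresholds, 469 higher and 445 lower in *OX* (limma with Benjamini-Hochberg adjustment). Which direction is in the majority depends on scaling, with 417 higher and 503 lower with medians aligned, 436 and 459 after quantile normalization, and 389 and 528 with the trend on gene length removed. The paper compares each line with WT only, and the direct test between the lines brought this up. The WT libraries enter it only through the shared estimate of the spread, and with only the 2 lines in the fit 907 genes were called. With all libraries thinned to the same number of reads 912 genes were called, with each library's trend on gene length removed 917, and with medians aligned 920, which argues against library depth, gene length bias and scaling between libraries as the whole cause. In 1 of 10 splits of the 6 libraries, the real one, as many genes were called. The other splits gave 0 DEGs by limma and at most 3 genes past the fold change threshold at an unadjusted p below 0.05, but the share of splits cannot be under 0.1 with 3 libraries a group, so it cannot exclude chance by itself. The opposite constructs of the lines, other differences between 2 separately made cell lines, and a culture or sequencing batch that coincided with the groups stay open and untested.

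In *OX*-H, 769 genes (48.8% of its DEGs) were DEGs against WT and not in *OX*, and 297 of them, 175 raised and 122 lowered, also passed the thresholds directly against *OX*. The paper reports *OX*-H only for the DEGs of *OX*. The number was 300 at equal depth, 279 with the trend on gene length removed and 273 with medians aligned, each of which argues against that technical explanation as the whole cause. The H2O2 treatment itself, handling of treated cultures in general, and a batch stay open, since mock-treated *OX* cells are not among the libraries analysed here.

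In *anti-3*-A the same count was much smaller. There were 58 DEGs that were not DEGs in *anti-3* (51.3% of its DEGs), of which 24 also passed the thresholds directly against *anti-3*. The larger direction among them changes with the setting, with 11 raised and 13 lowered here, 8 and 17 with medians aligned, and 17 and 13 at an adjusted p below 0.05. At equal depth 29 were counted, with the length trend removed 27, and with medians aligned 25, so that depth, length and scaling are argued against as the whole cause here too. Whether the 24 and 297 genes reflect a smaller effect of 1 mM AsA than of 10 mM H2O2, or differences between the 2 lines, was not tested, because no line received both reagents.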

How the results depend on the processing

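Under the alternatives run, no share or correlation changed direction, nor did a named gene in the comparison for which its alternatives were followed (the line against WT, or treated against untreated cells for the genes chosen there). Differences near 0 in other comparisons did change sign with a replicate left out, as in POPTR_0014s08130 between *anti-3*-A and *anti-3* (-0.20 to 0.08) and POPTR_0014s04770 between *OX*-H and *OX* (-0.26 to 0.04). The majority of DEGs turned from raised to lowered, or the reverse, in 6 comparisons with a lower fold change threshold and between *OX* and *anti-3* with other scaling. For counts and shares, 236 recomputed values stayed within 1.5 times of the reported count or within the error of the reported share or correlation, and 46 did not. The cause of these changes was not tested, except where the setting itself gives it.

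Pseudocounts raise the number of DEGs when lowered, since a pseudocount of 1 shrinks the fold change of low genes. With 0.1 the DEGs numbered 3044 in *anti-3*, 262 in *anti-3*-A, 4456 in *OX* and 2628 in *OX*-H against WT, 3206 between *anti-3*-A and *anti-3*, 3106 between *OX*-H and *OX*, and 1738 between *OX* and *anti-3*. The share normalized was then 95.9% by AsA and 66.5% by H2O2, the DEGs shared by the lines 1972, the correlation of their fold changes 0.741, and the genes changed only after treatment 62 with AsA and 523 with H2O2. A pseudocount of 0.5 gave 176 DEGs in *anti-3*-A, 69.3% normalized by H2O2 and 40 genes changed only after AsA.

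A fold change above 1.5 in place of a log2 ratio above 1.5 is a lower threshold and gave, in the same order, 9650, 1706, 11740, 8303, 10356, 9319 and 6557 DEGs, shares of 89.7% and 53.9%, 6785 shared DEGs, and 474 and 1739 genes changed only after treatment. At this threshold 35.8% of the DEGs were raised in *anti-3*, 50.8% in *anti-3*-A, 41.7% in *OX* and 45.1% in *OX*-H against WT, 65.1% between *anti-3*-A and *anti-3*, 56.5% between *OX*-H and *OX*, and 54.4% between *OX* and *anti-3*. Voom on whole reads, chosen after seeing the data, gave 3177, 266, 4652, 2728, 3381, 3241 and 1869 DEGs, shares of 95.9% and 66.5%, 2081 shared DEGs, a correlation of 0.734, and 61 and 553 genes changed only after treatment. With an FPKM of at least 5 the correlation was 0.791. Defined as less than 50% of the change remaining, 93.7% of DEGs were normalized by AsA and 57.1% by H2O2, and defined by the direct comparison 98.0% and 82.2%.

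Alignment of library medians kept the counts within 1.5 times and moved the share of raised genes, from 68.2% to 83.3% in *anti-3*, from 56.3% to 69.4% in *OX*, and from 32.5% to 16.5% between *anti-3*-A and *anti-3*. Between *OX* and *anti-3* it went from 51.3% to 45.3%, to 48.7% after quantile normalization and to 42.4% with the trend on gene length removed. The removal of the trend on gene length also centres the libraries, so it is not separate from this setting.

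With each replicate left out in turn, the DEGs numbered 1989 to 2058 in *anti-3*, 98 to 130 in *anti-3*-A, 2824 to 2929 in *OX* and 1565 to 1633 in *OX*-H against WT, 2042 to 2146 between *anti-3*-A and *anti-3*, 1918 to 2101 between *OX*-H and *OX*, and 886 to 955 between *OX* and *anti-3*. The shares ranged from 96.8% to 97.7% and from 71.1% to 72.2%, the shared DEGs from 1278 to 1328, the correlation from 0.765 to 0.781, and the genes changed only after treatment from 21 to 31 and from 276 to 318. Among the named genes, POPTR_0009s01600 in *OX* lost its call without *OX* replicate 1 (-1.43).

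Replicates share only a number here. Over 30 pairs of libraries with the same number in different groups, deviations from the group means correlated between -0.06 and 0.05. With the replicate number as a block, 2022 DEGs were called in *anti-3* and 2848 in *OX*.

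For each of the 7 comparisons, 1 of 10 splits of the 6 libraries, the real one, gave as many DEGs. The other splits gave 0 DEGs by limma and at most 6 genes past the fold change threshold at an unadjusted p below 0.05. The share of splits cannot be under 0.1 with 3 libraries a group, so it cannot exclude chance by itself. For the remaining results, 605 values stayed within their error or kept their call, 11 values of named genes gained a call, and 5 lost it. Another 10 moved, which were the correlation of the changes by AsA and by H2O2 (0.780 to 0.818) and the shares that H2O2 normalized of DEGs shared with *anti-3* and of *OX* alone. The shared DEGs stayed ahead, with 75.3% against 60.0% at a pseudocount of 0.1 and 60.3% against 46.4% at a fold change above 1.5. The gains were in POPTR_0007s09470, POPTR_0545s00210 and POPTR_0016s09180, which passed the p threshold in the reported fit and missed that on the log2 scale, and which were not called at equal depth either (-1.22, -1.31 and -1.09). Depth limits the precision of POPTR_0016s09180, with 3 reads in *OX*. The losses were in POPTR_0009s01600 and POPTR_0003s14230. Tests on raw counts, on *PtomtAPX*, on ROS-scavenging genes and on gene sets were not run.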

Differences from the paper's values

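The paper gives 3571 DEGs for *anti-3*, and 2023 were found here. Of the alternatives set before the data were examined, pseudocounts of 0.1 (3044) and 0.5 (2469) bring the number within 1.5 times of the paper's, and the others do not. For *OX* the paper gives 5542 and 2849 were found here, and a pseudocount of 0.1 (4456) brings the number within 1.5 times while the others do not. A pseudocount of 0.1 leaves out 1035 of the 3571 and 1480 of the 5557 genes in the authors' deposited lists. One of 0.5 leaves out 1364 and 2109. Only 3174 and 4707 of the listed genes passed the FPKM filter used with these settings. Voom on whole reads, chosen after seeing the values, gives 3177 and 4652, and leaves out 975 of the 3571 and 1389 of the 5557 listed genes. A test on reads pooled over the libraries of each group gives 4011 and 5948.

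The paper describes clusters 1, 2, 4 and 5 of Fig. 7B as wholly or partly normalized and does not say in its text how 1 differs from 2 or 4 from 5. In the authors' deposited tables, the listed *anti-3* genes by direction in *anti-3* and in *anti-3*-A number 2 lowered then raised, 781 lowered then not listed, 83 lowered in both, 18 raised then lowered, 2612 raised then not listed and 75 raised in both, the sizes the paper gives for clusters 1 to 6. The *OX* genes give in the same order 1, 1486, 643, 127, 2085 and 1215, where the paper gives 2070 for cluster 5. The clusters were matched on these directions here, after the paper's numbers had been seen.

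For the clusters of Fig. 7B, the paper gives 2612 genes raised in *anti-3* and normalized, and 1359 were found here. A pseudocount of 0.1 (1753), medians aligned (1752) and a fold change above 1.5 (3035) come within 1.5 times, and the other alternatives set beforehand do not. For the lowered normalized genes, of which the paper gives 781 and 609 were found here, these settings give 1165, 330 and 5624. The paper gives 83 lowered and 75 raised genes that were not normalized, and 33 and 19 were found here, with 63 and 52 at a pseudocount of 0.1, the only alternative set beforehand that closes either gap. The paper gives 2 lowered genes in cluster 1, and 1 lowered gene that AsA raised past the thresholds was found here. A pseudocount of 0.5 (2), and leaving out WT replicate 2 or *anti-3*-A replicate 1 (2 each), match. The paper gives 18 raised genes in cluster 4, and 2 that AsA lowered past the thresholds were found here, which no alternative closes. Voom on whole reads, chosen after seeing the values and leaving out 975 of the listed genes, comes within 1.5 times for the raised normalized genes (1813), the lowered genes that were not normalized (74) and cluster 1 (2). It also gives 1233 lowered normalized genes.

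For Fig. 7E, the paper gives 1486 lowered and 2070 raised genes that were normalized, and 945 and 1097 were found here. The lowered number is within 1.5 times at pseudocounts of 0.5 (1229) and 0.1 (1603) and without *OX* replicate 1 (994), and the raised number with medians aligned (1412) and a fold change above 1.5 (2474). The paper gives 643 lowered genes that were not normalized, with 299 here, 433 at a pseudocount of 0.5 and 574 at 0.1. It gives 1215 raised genes that were not normalized, with 445 here, and no alternative set beforehand closes that gap. It gives 1 gene in cluster 1, and limma called 0 lowered genes that H2O2 raised past the thresholds, with 40 above WT at an unadjusted p below 0.05 and 1 at pseudocounts of 0.1 and 0.5 and without *OX* replicate 2. It gives 127 genes in cluster 4, with 63 here and 111 at a pseudocount of 0.1. For each of these numbers, the remaining alternatives set beforehand do not close the gap. Voom, chosen after seeing the values and leaving out 1389 of the listed genes, comes within 1.5 times for 5 of these 6 numbers, with 1675, 1418, 612, 843 and 102 genes, and calls 2 in place of the paper's 1 gene.

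In Supplemental Dataset 1, of which the copy used here holds part, the paper gives log2 ratios of -2.61 for POPTR_0005s15850 and -1.666 for POPTR_0016s05500 in *anti-3*, and of 1.818 for POPTR_0006s08250 in *OX*. The values here were -2.80, -1.85 and 1.62. With medians aligned they were -2.56, -1.61 and 1.80, within the replicate error of the paper's. The same setting moved POPTR_0003s14230 in *OX* out of that error, from -1.69 to -1.51 against the paper's -1.636. Quantile normalization closes the gap for POPTR_0016s05500 (-1.78), leaving out *anti-3* replicate 2 that for POPTR_0005s15850 (-2.73), and leaving out WT replicate 2 or *OX* replicate 1 that for POPTR_0006s08250 (1.67 each). The other alternatives set beforehand do not. Removal of the trend on gene length, chosen after seeing the values and leaving out 1483 and 2676 of the listed genes of *anti-3* and *OX*, gives -2.56, -1.62 and 1.75.

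For genes at low FPKM that this copy of the dataset does not hold, the log2 ratios in the authors' deposited tables lie further from the values here, and alignment of medians increases the distance. They are -2.23 for POPTR_0006s02390 in *anti-3* (-1.76 here, -1.51 with medians aligned, -2.42 with a pseudocount of 0.1), and in *OX* -2.84 for POPTR_0013s14030 (-1.76, -1.58 and -2.88), -2.38 for POPTR_0009s01600 (-1.56, -1.38 and -2.51) and -4.07 for POPTR_0016s09180 (-1.06, -0.89 and -3.10). For POPTR_0007s09470 and POPTR_0545s00210 in *anti-3* they are -1.61 (-1.15, -0.91 and -1.83) and -1.70 (-1.28, -1.03 and -1.96).

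The paper's share of *OX* DEGs normalized by H2O2, 66.47%, counts its clusters 1 and 4, so that the share here on the same definition is 73.9%, in place of the 71.7% that leaves out DEGs of opposite direction. The 2 definitions give 97.4% and 97.3% for *anti-3*. The 73.9% for *OX* lies above the paper's 66.47%. It does not differ by more than 1.5 times, but hardly any higher share could, so that margin decides little. For *anti-3* the paper's text gives no share, and about 96% was read by eye from Fig. 7A. No percentage can exceed that by 1.5 times, so the margin cannot decide for a share of 97.3%.

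The paper reports 3 genes as changed that were not DEGs here: POPTR_0007s09470 (log2 fold change -1.15) and POPTR_0545s00210 (-1.28) in *anti-3*, and POPTR_0016s09180 (-1.06) in *OX*. All 3 are DEGs with a pseudocount of 0.1 (-1.83, -1.96 and -3.10), with a fold change above 1.5, and with voom (-1.92, -2.05 and -4.10), and POPTR_0545s00210 (-1.58) and POPTR_0016s09180 (-1.62) also with a pseudocount of 0.5. The other 13 entries of Fig. 7C and Fig. 7F were DEGs in the direction the paper gives. The paper states that the genes of Fig. 7F returned to normal expression with H2O2. None passed the thresholds in *OX*-H against WT, and all 7 differed from WT there at an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment), with log2 fold changes of -1.32 to 0.53, nearest to WT in POPTR_0003s14230 (-0.22).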

Other observations

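The tests against shared WT libraries, a common state of the untreated lines, a batch, the 100 most abundant genes, mislabelled libraries, the pseudocount and a difference before treatment were chosen after the results they bear on had been seen.

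Although *PtomtAPX* was lowered in one line and raised in the other, *anti-3* and *OX* changed alike against WT. They shared 1305 DEGs in the same direction and 8 in opposite directions, 64.5% of the DEGs of *anti-3* and 45.8% of those of *OX*. Across the 24694 tested genes, which are not independent replicates, their log2 fold changes correlated at 0.776. Chance deviations of the shared WT libraries are argued against as the whole cause. In 100 simulations, unchanged groups against shared simulated WT libraries gave 0.470 to 0.527. Fold changes taken against separate WT libraries gave 0.750 to 0.770. A deviation of the WT culture as a whole would enter both fold changes, and neither check could show it. Gene length bias is argued against by the correlation of 0.776 with the length trend removed. A candidate explanation is a state of the untreated transgenic cultures that both treatments reverse. H2O2 normalized 80.8% of the 1305 shared DEGs (Wilson 95% confidence interval 78.5% to 82.8%) and 64.3% of the 1536 DEGs of *OX* alone (61.8% to 66.6%), a difference of 16.5 percentage points. The shared genes kept a median of 16.5% of their change in *OX*-H and those of *OX* alone 62.9%, although the shared genes had changed more (median absolute log2 fold change 2.32 against 1.82). AsA normalized 97.2% of the shared and 97.7% of the other *anti-3* DEGs. A batch of culture or sequencing cannot be told apart from this, because the first principal component, with 52.6% of the variance, parts the untreated lines from all other groups and each group may have been handled at one time.

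Cells treated with AsA, a reductant, or H2O2, an oxidant, also differed alike from the untreated cells of their lines. The change from *anti-3* to *anti-3*-A and that from *OX* to *OX*-H share no library and correlated at 0.797 across genes, with 1165 DEGs in the same direction and 4 in opposite directions. Several transcripts were far lower in cells treated for 3 h than in untreated cells of the line. By more than 6 on the log2 scale, 15 genes were lower with AsA and 19 with H2O2, and 9 genes were in both lists. A fall of this size within 3 h needs a half-life of 30 min or less even if transcription stopped at once. POPTR_0012s02930 fell 1160-fold between *anti-3* and *anti-3*-A, which needs a half-life of 17.7 min. That fold rests on 46 reads in *anti-3*-A, and without *anti-3*-A replicate 2 it was 2099-fold, which needs 16.3 min. By the same measure POPTR_0013s01580 fell 488-fold between *OX* and *OX*-H, which needs 20.2 min. Whether the treated and untreated cells of a line differed before treatment cannot be told apart from fast decay, because transcript half-lives in these cells and mock-treated cultures are not among the data analysed here.

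Single genes departed from the common course. POPTR_0014s04770 was at 102 ± 3.67 FPKM in *anti-3* and 118 ± 14.7 in *anti-3*-A (SD, n = 3 each), against 126 ± 4.60 in WT, and below 1 FPKM in *OX* and *OX*-H. POPTR_0004s22210, which the paper reports for *anti-3*, was at 1.85 ± 0.595 FPKM in *OX* and 2.54 ± 0.466 in *OX*-H, with log2 fold changes against WT of -4.57 and -4.25. POPTR_0014s08130, which the paper reports for *OX*, was lower in *anti-3*-A than in *OX*-H. No explanation was tested for these genes.

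The median gene was lower in *anti-3* than in WT by 0.26 on the log2 scale (median log2 fold change -0.26). The 1380 raised genes held 21.4% of the reads in *anti-3* and 2.93% in WT, a shift of -0.31 in the share of all remaining genes. The 643 lowered genes held 1.74% and 6.62%, and the share of the genes in neither group shifted by -0.24. The raised genes were chosen for having risen, so that some negative shift is built in, and reads taken by them cannot be told apart from a fall of most transcripts, since the values are scaled to library totals. The 100 most abundant genes of each library held a mean of 14.8% in *anti-3* and 13.6% in WT, a shift of -0.0192. Reads were thus little more concentrated on the top genes in *anti-3*. The 100 genes were chosen in each library separately, so the shift follows no fixed genes. It cannot decide whether a few newly abundant genes took reads. The authors' deposited log2 ratios lay above the ratios of mean FPKM by a median of 0.29 in *anti-3* and 0.17 in *OX*.

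The nearness of *anti-3*-A to WT (113 DEGs) raises whether these libraries are WT libraries under another name. Of the 113 DEGs, 52 had the direction seen in *anti-3*, 18 of them not shared with *OX*, and 3 had the opposite one. The 33 lowered and 19 raised genes of the 52 had median log2 fold changes of -1.86 and 1.90 in *anti-3*-A. The median standard error of its DEGs was 0.14. These genes were chosen for passing the thresholds, so the size of their changes against that error adds no support. That 113 genes passed an adjusted p below 0.001 (limma with Benjamini-Hochberg adjustment) argues against chance deviations of the libraries, and so against further replicates of the same WT culture. A deviation of the WT culture as a whole would enter both comparisons and add to the 52. Between *anti-3* and *OX*, a comparison of group means that share no library with those of *anti-3*-A against WT, 23 of the 113 genes were DEGs, 17 in the direction of *anti-3*-A and 6 in the other. Those 23 genes are too few to decide, and *anti-3*-A cannot be told apart from WT cells of another culture by these counts.

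Fewer DEGs were found here than the paper gives. A binomial test on reads summed over the 3 libraries of each group, which ignores the spread between replicates, called 4011 genes in *anti-3*, among them 3530 of the 3571 listed by the authors (98.9%), and 5948 in *OX*, among them 5498 of 5557 (98.9%). A pseudocount of 0.1 gave 3044 in *anti-3*. A margin of 1.1 times around the paper's 3571 had been set for the number in *anti-3*, and both tests missed it there. The pooled number lies within 1.1 times of the 3691 genes in the authors' whole *anti-3* table, for which no margin was set. In *OX*, where none was set either, the pooled number lies within that margin of the paper's 5542. The pseudocount of 0.1 left out 1035 of the 3571 and 1480 of the 5557 listed genes. Only 3174 and 4707 of the listed genes passed the FPKM filter, so part of those left out were not tested. At this pseudocount 2536 and 4077 listed genes were called, fewer than passed the filter. That argues against the pseudocount as the whole cause. No setting combined a lower pseudocount with no filter, so the filter stays open as a part. The pooled test also covered more genes, 33134 for *anti-3* and 33427 for *OX*, against 24694 in the limma fit. Its overlap with the authors' lists therefore cannot single out the pooling of replicates. With an adjusted p below 0.05, limma called 2031 genes in *anti-3* in place of 2023, and 2854 in *OX* in place of 2849. Among the genes in that fit, this argues against the spread between replicates as the whole cause. A missed margin had first been counted against both explanations, the pooled test and the pseudocount. Since 4011 lies above 3571 and 3044 below it, neither is excluded as part of the difference. Both are left open as a part, which was decided after these values were seen. Every gene listed in the authors' deposited tables and tested here had the same sign of change (3198 in *anti-3*, 343 in *anti-3*-A, 4707 in *OX* and 2895 in *OX*-H). The authors' deposited table of *anti-3* lists 3691 genes and repeats 3571 of them, and of the 120 left out of the repeated list 117 were raised.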
